# An integrated multi-omics analysis of identifies distinct molecular characteristics in pulmonary infections of *Pseudomonas aeruginosa*

**DOI:** 10.1371/journal.ppat.1011570

**Published:** 2023-08-29

**Authors:** Yang Yang, Teng Ma, Jun Zhang, Yu Tang, Miao Tang, Chaoyu Zou, Yige Zhang, Mingbo Wu, Xueli Hu, Huan Liu, Qianhua Zhang, Yilin Liu, Hongliang Li, Jing Shirley Li, Zhuochong Liu, Jing Li, Taiwen Li, Xikun Zhou

## Abstract

*Pseudomonas aeruginosa* (*P*. *aeruginosa*) can cause severe acute infections, including pneumonia and sepsis, and cause chronic infections, commonly in patients with structural respiratory diseases. However, the molecular and pathophysiological mechanisms of *P*. *aeruginosa* respiratory infection are largely unknown. Here, we performed assays for transposase-accessible chromatin using sequencing (ATAC-seq), transcriptomics, and quantitative mass spectrometry-based proteomics and ubiquitin-proteomics in *P*. *aeruginosa*-infected lung tissues for multi-omics analysis, while ATAC-seq and transcriptomics were also examined in *P*. *aeruginosa*-infected mouse macrophages. To identify the pivotal factors that are involved in host immune defense, we integrated chromatin accessibility and gene expression to investigate molecular changes in *P*. *aeruginosa*-infected lung tissues combined with proteomics and ubiquitin-proteomics. Our multi-omics investigation discovered a significant concordance for innate immunological and inflammatory responses following *P*. *aeruginosa* infection between hosts and alveolar macrophages. Furthermore, we discovered that multi-omics changes in pioneer factors Stat1 and Stat3 play a crucial role in the immunological regulation of *P*. *aeruginosa* infection and that their downstream molecules (e.g., Fas) may be implicated in both immunosuppressive and inflammation-promoting processes. Taken together, these findings indicate that transcription factors and their downstream signaling molecules play a critical role in the mobilization and rebalancing of the host immune response against *P*. *aeruginosa* infection and may serve as potential targets for bacterial infections and inflammatory diseases, providing insights and resources for omics analyses.

## Author summary

*Pseudomonas aeruginosa* (*P*. *aeruginosa*) is a gram-negative aerobic pathogenic bacterium that is widespread in the environment, can undergo anaerobic metabolic activity under certain conditions, is particularly pathogenic and is often associated with lung infections and high mortality rates. In recent years, molecular studies of the mechanisms of the host immune response to bacterial infection have been well interpreted, but the multi-omics changes of multiple molecules in *P*. *aeruginosa* systematic analysis of the relationship between them has never been uncovered in detail.

In this study, we integrated bioinformatics analysis of ATAC-seq, RNA-seq, proteomics and ubiquitinated proteomics to reveal the landscape of molecular and functional changes of *P*. *aeruginosa* infected lung tissues in multiple dimensions. Moreover, we reveal a host defense mechanism by which the crucially important transcription factors Stat1 and Stat3 may co-operatively regulate the expression of the downstream inflammatory genes.

## Introduction

*Pseudomonas aeruginosa (P*. *aeruginosa)* is a gram-negative pathogenic aerobic bacterium that can metabolize anaerobically under certain conditions and has a high degree of virulence modification and immune bypassing ability. *P*. *aeruginosa* can not only effectively counteract immune mechanisms but may also possess a variety of intrinsic and possibly acquired antibiotic resistance traits [1,2]. With widespread environmental occurrence and strong medical relevance, *P*. *aeruginosa* is a common cause of hospital respiratory infections and morbidity and is particularly pathogenic, often associated with pulmonary infections and high mortality [1,3,4]. In response to invading infections, including *P*. *aeruginosa* infection, the host has evolved a variety of immune defense mechanisms, such as innate and adaptive immune response mechanisms, to recognize and clear pathogens [5]. Alveolar macrophages are representative of the innate immune response in the lung and are the first line of defense against contaminants and harmful bacteria. The high plasticity of alveolar macrophages allows them to play an important role in enforcing the defense of homeostasis in the face of the perturbations of pathogenic bacterial pulmonary infection [6]. Although Stat3 activation during *P*. *aeruginosa* lung infection has been reported to be essential for enhancing the Th17 response and sustaining neutrophil airway inflammation [7,8], systematic analysis of multi-omics changes in multiple molecules, intermolecular interactions, and the interrelationship of target molecules with innate immune cells has never been reported in detail. In recent years, significant improvement has been achieved in immune cells’ ability to spot harmful molecular patterns. However, the functional and regulatory mechanisms underlying ingenious immune mobilization and the balance of immune cells remain to be further studied.

In recent advances, omics methods have provided good opportunities for comprehensive characterization of the dynamic properties of tissues and cells under various pathophysiological conditions. The efficient transposase analysis and chromatin sequencing method (Assay for Transposase-Accessible Chromatin using sequencing, ATAC-seq) has successfully mapped genome-wide open chromatin patterns in a variety of diseases [9], and the transcriptional state in tissue or cell type is often measured by RNA-seq to map the regulatory context of gene expression [10]. Proteomics is an important component of biological research, complementing the information obtained from genomics and transcriptomics, and promises to be a rich source of new targets and activation pathways for new therapies [11]. However, there is no report on the immune activation status and mechanism of *P*. *aeruginosa* pulmonary infection from the perspective of multiple omics.

In this study, we used a multi-omics strategy by integrating ATAC-seq, RNA-seq, proteomics, and ubiquitin-proteomics data to explore important signaling pathways and molecular statuses in mouse lung tissues and alveolar macrophages. To better understand the regulatory mechanisms following host infection with *P*. *aeruginosa*, we explored systematic alterations in chromatin accessibility and gene expression by combining the assay for transposase-accessible chromatin using sequencing (ATAC-seq) with RNA sequencing. Comprehensive analyses were then performed to identify potential regulators and their targets associated with differentially accessible regions (DARs) in mouse lung tissue and mouse alveolar macrophages. Further exploration of the omics changes in critical transcription factors in RNA-seq, proteomics, and ubiquitin-proteomics revealed that ubiquitinated modifications of immune signaling-related proteins, such as Stat1 and Stat3, have a pivotal regulatory role in host innate immune regulation. This integrated analysis can provide us with a valuable resource to identify the variables that best describe the multigroup variation of *P*. *aeruginosa* and other bacterial infections.

## Materials and methods

### Ethics statement

Eight-week-old female C57BL/6 mice were purchased from Beijing Huafukang Bioscience Co. Ltd. (Beijing, China) and housed in a specific-pathogen-free facility at the State Key Laboratory of Biotherapy, Sichuan University. All animal experiments were reviewed and approved by the Ethics Committee of the State Key Laboratory of Biotherapy, West China Hospital, Sichuan University (No. 20140104) and carried out in compliance with institutional guidelines concerning animal use and care at Sichuan University.

### Bacterial strains and macrophage cell lines

Wild-type *Pseudomonas aeruginosa* PAO1, obtained from Dr. S. Lory (Harvard Medical School), was routinely cultured in LB (Luria-Bertani) broth with shaking (220 r.p.m.) at 37°C. The mouse alveolar macrophage MH-S cell line (ATCC CRL-2019) was purchased from the American Type Culture Collection (ATCC) and maintained in RPMI-1640 and DMEM (Gibco) supplemented with 10% FBS (Gibco).

### Mouse infection model

In the mouse model, overnight-cultured *P*. *aeruginosa* was collected and diluted in sterile saline to an optical density (600 nm) of 0.5. Ketamine (50 ml^-1^) in sterile saline was injected intraperitoneally to anesthetize C57BL/6 female mice. A total of 1.0 × 10^7^ CFU planktonic bacterial cells were washed three times, suspended in 50 μl of sterile saline, and then injected into the trachea of each mouse [12]. For control injection in mice, *P*. *aeruginosa* was replaced with PBS to complete the same operation. The mice were killed 12 hours after treatment, and to balance the heterogeneity of the samples, we used lung tissue from three mice as one biological replicate, with two biological replicates from the control (TC) and infected (TP) groups subjected to ATAC-seq and proteomic sequencing and three biological replicates subjected to RNA-seq and ubiquitin proteomic sequencing.

### Cell infection model

The widely used alveolar macrophage line, MH-S, was infected with *P*. *aeruginosa* (MOI = 50) for half an hour and washed three times with PBS. Then, the cells were subsequently treated with 100 μg/ml gentamicin for another one and a half hours. The control cells were prepared with the same procedure except *P*. *aeruginosa* was replaced with PBS. Then, the cells were collected for RNA-seq and ATAC-seq analysis. For cell samples, two samples from the control group (CC) and the infection group (CP) were collected for ATAC-seq, and three samples from each group (CC and CP) were prepared for RNA-seq.

### ATAC-Seq library preparation and sequencing

The ATAC-seq library was prepared as described previously, with slight modifications [9]. Briefly, a total of 1 × 10^5^ cells were rinsed with PBS. The cell pellets were resuspended in 50 μL of lysis buffer, and the nuclei were pelletized by centrifugation at 500 × g for 10 min at 4°C. The supernatant was discarded, and the nuclei were resuspended in 50 μL of reaction buffer containing 2.5 μL of Tn5 transposase and 22.5 μL of TD (Nextera Illumina). Incubate at 37°C for 30 minutes. Labeled DNA was isolated using the MinElute PCR Purification Kit (Qiagen). Ten cycles of library amplification and 2× SPRI Cleanup (Agencourt) were used for purification. Using the LabChip GXII Touch HT (PerkinElmer), library sizes were calculated. NextSeq500 (Illumina) was then used to perform 2 × 75 paired-end sequencing, which produced an average of 50 M reads/sample.

### ATAC-Seq data processing

The quality of sequencing reads for ATAC-seq was evaluated using FastQC (v0.11.9). Unmapped reads were processed with trim galore (v0.6.7) using the parameters "-q 30—phred33—stringency 3—length 35" before attempting to map again using the above parameters. Sequencing reads were mapped to the mouse genome (mm10) by bowtie (v1.3.1) [13] with the parameter "-m1—best—strata -X 2000". Only uniquely mapped paired-end reads with fragment lengths less than 2,000 bp and mapping quality greater than 30 were retained for further analysis. The bam files were then merged and processed using the sambamba (v0.8.1) [14] markdup function to remove duplicate reads and then filter out reads that mapped to the mitochondrial genome and to select unique, non-chrM reads from the bam files using samtools (v1.9) [15]. These subnucleosomal fragments were used to call peak summits for each replicate with MACS2 [16] using the parameters "-shift -100 -extsize 200 -nomodel -q 0.01—call-summits—keep-dup all -B". Finally, DiffBind (v3.4.11) [17] was used to assess changes in chromatin accessibility, and the "dba" merge function found all overlapping peaks and produced consistent peaks, allowing "dba.count" to normalize the consistent peak dataset for pairwise comparisons using the DESeq2 algorithm with a false discovery rate (FDR)-adjusted *p* value less than 0.05 to filter out differentially accessible regions (DARs). To normalize and visualize the data, the BAM files were converted to bigWig format using RPKM’s "bamCoverage" [18]. To annotate the positions of ATAC-Seq peaks based on important genomic features, we used the annotatePeaks.pl script in HOMER (v4.11) [19] to assign their BED files to promoter-TSS (defined by default as -1 kb to +100 bp of the transcription start site), TTS (defined by default as -100 bp to +1 kb of the transcription stop site), introns, intergenic regions, exons, etc. The "dba.plotProfile" function in DiffBind was used to generate heatmaps and average profiles, as well as average profiles extending to ± 1.5 kb region around the center of the DARs. The number of genomic originals annotated from mouse lung tissues and MH-S cell DARs were plotted as histograms using ggplot2 [20].

### RNA-Seq library preparation and sequencing

For RNA extraction, a 1% agarose gel was used to detect RNA degradation and contamination. RNA purity was checked using a NanoPhotometer spectrophotometer (IMPLEN), and RNA integrity was subsequently assessed using the Bioanalyzer 2100 System (Agilent) RNA Nano 6000 Assay Kit. Sequencing libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, E7530L), and index codes were added to the attribute sequences of each sample and sequenced using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina, PE-401-3001) on the cBot Cluster Generation System to cluster the index-coded samples. After cluster generation, library preparations were sequenced on the Illumina NovaSeq platform to generate 150 bp paired-end reads.

### RNA-Seq data processing

RNA-Seq reads were trimmed using Trim Galore to remove sequencing adapters (v0.6.7), and FastQC (v0.11.9) software was used to assess reads quality. Reads were mapped to the mouse reference genome (mm10) using HISAT2 software (v2.2.1) [21]. The mapped reads were assembled into transcripts or genes by featureCounts (v2.0.2) [22] software with genome annotation based on the mm10.gtf file. Features with zero counts across all samples were eliminated. Raw counts were normalized with differential expression analysis by DESeq2 [23]. Transcripts per kilobase of exon model per million mapped reads (TPM) were also calculated. In lung tissues, differentially expressed transcripts were identified when the FDR-adjusted *p* value was less than 0.01, the fold change (FC) was at least 2 and the group mean TPM score was higher than 10. In MH-S cells, transcripts were retained when the adjusted *p* value was less than 0.01 and FC was at least 1, and group means TPM scores higher than 1 transcript were retained. The R package ggplot2 was used to visualize the expression values of genes in lung tissues and MH-S cells.

### Protein extraction and tryptic digestion

The samples were separately ground into cell powder with liquid nitrogen before being transferred to a 5-mL centrifuge tube. Then, four volumes of lysis buffer (8 M urea, 1% protease inhibitor cocktail, 50 μM PR-619) were added to the cell powder, followed by sonication for three minutes on ice using a high-intensity ultrasonic processor (Scientz) (Note: For PTM experiments, inhibitors were also added to the lysis buffer, 50 μM PR-619 for ubiquitination). The remaining debris was removed by centrifugation at 12,000 × g for 10 minutes at 4°C. Finally, the supernatant was collected, and the protein content was measured using a BCA kit as directed by the manufacturer.

### Proteomics sample preparation

Trypsinized peptides were desalted with Strata X C18 (Phenomenex) and then vacuum freeze-dried. Peptides were solubilized with 0.5 M TEAB. Peptides were solubilized and labeled according to the TMT kit operating instructions. Tryptic peptides were fractionated by high pH reversed-phase HPLC using an Agilent 300Extend C18 column (5 μm particles, 4.6 mm i.d., 250 mm length). Briefly, the peptides were first separated into 60 fractions using a gradient of 8% to 32% acetonitrile (pH 9.0) over 60 min. The peptides were then combined into 18 fractions, which were vacuum freeze-dried for subsequent operations.

### Proteomics LC-MS/MS data acquisition

The peptides were separated by an ultra-performance liquid chromatography system and then injected into an NSI ion source for ionization and analysis by Orbitrap Fusion mass spectrometry. The ion source voltage was set to 2.0 kV, and the peptide parent ions and their secondary fragments were detected and analyzed using a high-resolution Orbitrap. The primary mass spectrometry scan range was set to 350–1,550 m/z, and the scan resolution was set to 60,000, while the secondary mass spectrometry scan range was fixed at 100 m/z, and the secondary scan resolution was set to 15,000. The dynamic exclusion time of the tandem mass spectrometry scan was set to 200 ms. The dynamic exclusion time of the tandem mass spectrometry scan was set to 30 s to avoid duplicate scans of the parent ion. M2 spectrometry data were searched with MaxQuant (v1.5.2.8) [24]. The search parameter settings were as follows: the database was SwissProt [25] Mouse, a reverse library was added to calculate the false discovery rate (FDR) due to random matching, and a common contamination library was added to the database to eliminate the effect of contaminating proteins in the identification results; the digestion method was set to trypsin/P. The mass tolerance for precursor ions was set as 20 ppm in the first search and 5 ppm in the main search, and the mass tolerance for fragment ions was set as 0.02 Da. The quantification method was set to TMT-6plex, and the FDR for protein identification and PSM identification was set to 1%.

### Proteomics data analysis

Protein abundance was obtained after quantitative analysis using MaxQuant to remove anti-library and contaminant proteins. After removing proteins with missing features (zero counts for all samples), the data were logarithmic and analyzed for differential expression using Limma [26]. Differentially expressed proteins (DEPs) were defined by a *p* value < 0.05 with FC > 1. Relative protein abundance of lung tissues plotted as heatmaps and bar graphs using ggplot2 in R.

### Sample preparation for ubiquitin-proteomics

To precipitate protein, the sample was slowly added to a final concentration of 20% (m/v) TCA, vortexed to mix, and incubated for 2 hours at 4°C. Centrifugation at 4500 × g for 5 minutes at 4°C was used to collect the precipitate. The precipitated protein was washed three times with precooled acetone and dried for one minute. The protein sample was then ultrasonically dispersed after being redissolved in 200 mM TEAB. For the initial digestion, trypsin was added at a 1:50 trypsin-to-protein mass ratio overnight. The sample was reduced for 60 minutes at 37°C with 5 mM dithiothreitol and alkylated for 45 minutes at room temperature in darkness with 11 mM iodoacetamide. The peptides were then desalted using a Strata X SPE column.

### Ubiquitin-proteomics DIA data acquisition

To enrich modified peptides, tryptic peptides dissolved in NETN buffer (100 mM NaCl, 1 mM EDTA, 50 mM Tris-HCl, 0.5% NP-40, pH 8.0) were incubated at 4°C overnight with gentle shaking with prewashed antibody beads (PTM1104, PTM Bio). The beads were then washed four times in NETN buffer and twice in H2O. The bound peptides were eluted from the beads with 0.1% trifluoroacetic acid. Finally, the eluted fractions were combined and vacuum-dried. The resultant peptides were desalted using C18 ZipTips (Millipore) according to the manufacturer’s instructions for LC-MS/MS analysis. The peptides were dissolved in 0.1% FA and separated by a NanoElute UHPLC system (Bruker Daltonics). TimsTOF Pro mass spectrometry was used to separate the peptides after they were separated using a UHPLC system.

### Ubiquitin proteomics data analysis

Ubiquitinated site protein abundance was obtained after quantitative analysis using Spectronaut (v 17). After removing proteins with missing features (zero counts for all samples), the data were logarithmically processed and analyzed for differential expression using Limma. Proteins with differentially expressed ubiquitinated sites (DUPs) were screened and retained when the FDR-adjusted *p* value was less than 0.1 and the FC was at least 1. Relative ubiquitinated site protein abundance of lung tissues plotted as heatmaps and bar graphs using ggplot2 in R.

### Correlation analysis of DARs and DEGs

DARs were annotated with genomic features using the "annotatePeaks.pl" function in HOMER. DARs of neighboring genes (< 10 kb distance from the TSS) were then overlaid with the DEGs identified by RNA-seq. Venn plots, scatter plots, and heatmaps were produced using the Venn Diagram [27] and ggplot2 R packages.

### Correlation of lung tissues with changes in the characteristics of MH-S cells

In chromatin-accessible regions, a comparison of the proportion of genomic elements annotated and reads quantified by RPKM for DARs of lung tissues and MH-S cells. In the transcriptomics, the DEGs correlation between lung tissues and MH-S cells was also compared. Genes with common differences between tissues and cells were identified using the iUUCD database [28] to identify the component of the ubiquitin-proteasome system to which they belong. Scatter plots and pie charts, as well as Pearson correlation coefficients and *p* values, were generated using the ggplot2 R package.

### Enrichment analysis

Enrichment analysis of Gene Ontology (GO), Reactome Database, and KEGG pathways were implemented by the clusterProfiler [29] and ReactomePA [30] R packages. An FDR-adjusted *p* value < 0.05 for enrichment terms and pathways was considered significant, and the enrichment of top GO terms and KEGG pathways were the key features associated with *P*. *aeruginosa* infection elicitation.

### Characteristics of the TFs with altered multi-omics profiles

For motif enrichment analysis of DARs, we used the "findMotifsGenome" function of HOMER to discover known motifs surrounding DARs and to identify binding sites for a certain TF with the identification parameter "-size 200 -mask". The motifs were retained only when the *p* value was less than 0.05. To explore the interactions between mouse alveolar macrophages and tissues after *P*. *aeruginosa* infection, differentially expressed transcription factors (DETFs) between tissues and cell lines were retained, and DETFs in at least three omics were screened for subsequent exploration. Multiple signature-altering transcription factors were identified based on multi-omics data, and neighboring genes were screened using a 10 kb window on either side of the peak.

### Statistical analysis and data visualization

If not specified, R language was used to calculate statistics and generate plots in this study. The fold change, *p* value, and adjusted *p* value were calculated in the analysis. Genomic signal traces were extracted and visualized using the Integrative Genomics Viewer (IGV) [31].

## Results

### Overview of the integrated multiple omics in the lung tissues of mice infected with *P*. *aeruginosa*

To reveal the changes in open chromatin, gene expression, proteomics, ubiquitin-proteomics, and their relationship with *P*. *aeruginosa* infection, we established an infection model by transtracheal injection of planktonic wild-type *P*. *aeruginosa* PAO1 (reference PAO1 strain) for 12 hours as described in our previous report [12]. Then, we collected lung tissues from healthy control (TC) and *P*. *aeruginosa*-infected (TP) mice for each condition and dissociated these samples for ATAC-seq, RNA-seq, proteomics, and ubiquitin-proteomics sequencing (Fig 1A).

**Fig 1:**
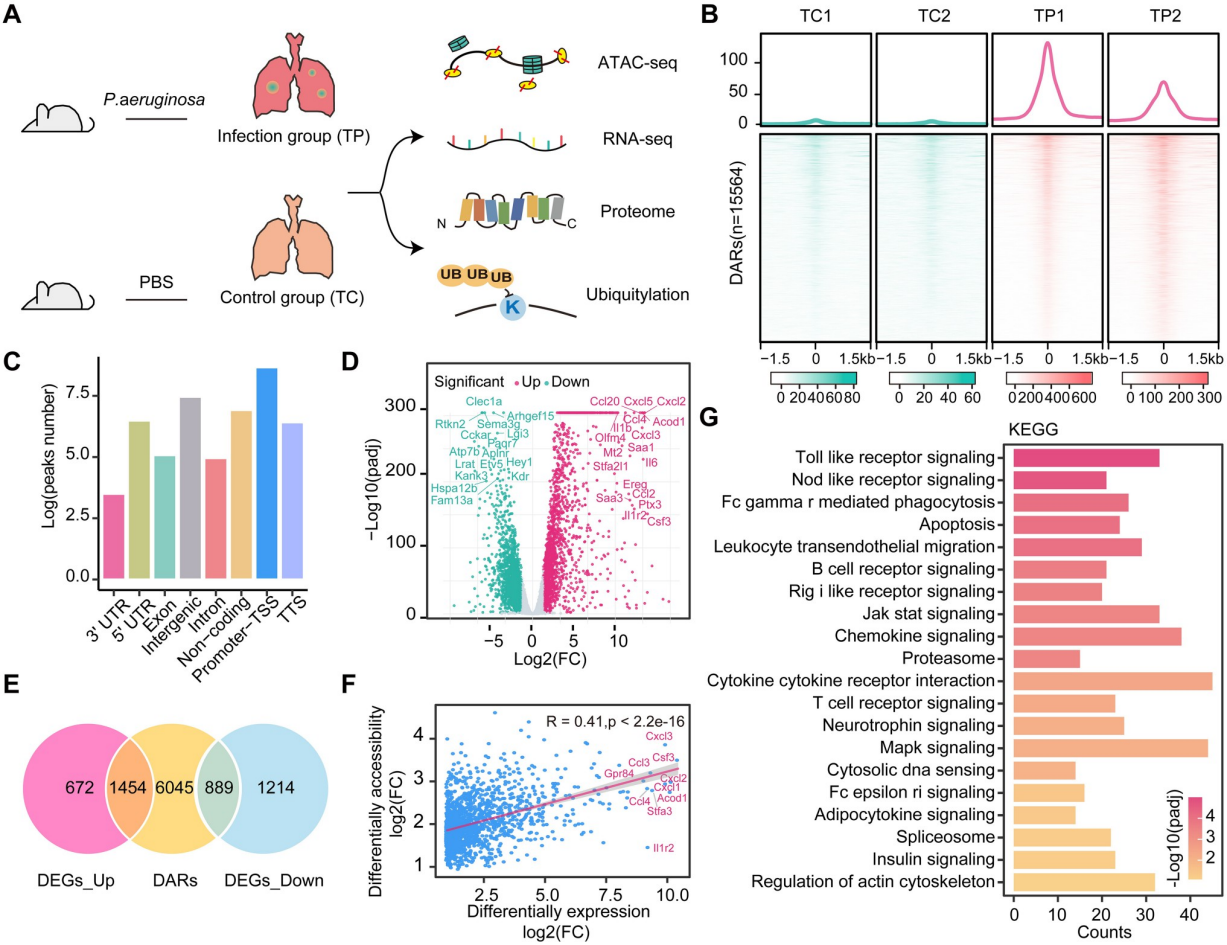
Analysis of differentially expressed genes (DEGs) and differentially accessible regions (DARs) in mouse lung tissues. (A) Overview of the study design. Four omics indicators with *P*. *aeruginosa*-infected lung tissue were integrated to dissect chromatin accessibility, transcripts, protein, and ubiquitinated protein abundance and alteration. (B) The average read density (top) and heatmap (bottom) representation of normalized ATAC-seq signals over DARs in the infection and control groups. Heatmaps display a read signal across 15,567 accessible regions. Signals within 1.5 kb of the center of DARs are shown in descending order. (C) Bar chart showing annotation of DARs to genomic features: 3′ UTR, 5′ UTR, exon, intergenic regions, introns, non-coding regions, promoter-TSS, and TTS. Promoter-TSS regions are defined as peak summits located up to 1 kb upstream and 100 bp downstream of the TSS. (D) Volcano plot showing the transcript levels of DEGs between the infection and control groups. Significantly upregulated 2126 genes are shown as red dots, whereas 2103 downregulated genes are shown as blue dots. Filtered by adjusted *p* value < 0.01, the top significantly up- and downregulated genes are highlighted in the text according to log2(FC). (E) Venn diagram showing the overlap between nearby genes from DARs and DEGs. (F) Correlation analysis between DARs and their nearest upregulated DEGs. Each blue dot represents a gene that is significantly differentially expressed and associated with chromatin accessibility changes. Based on log2(FC), the top-ranked DEGs are labeled and shown in the text. Pearson’s correlation coefficient (r) and the associated *p* value are displayed. (G), Key KEGG pathways associated with upregulated DEGs related to DARs.

### Key signaling pathway analysis of differentially expressed genes (DEGs) associated with chromatin accessibility in lung tissues infected with *P*. *aeruginosa*

We first used ATAC-seq data to analyze the open chromatin regions. There was reasonable reproducibility between samples, and the chromatin in the samples was also accessible to transposase to the same extent (S1A–S1C Fig). We identified 18023 open chromatin regions and 15564 DARs sites in mouse lung tissues to observe the altered chromatin accessibility corresponding to transcriptional alterations (Figs 1B and S1D, S1 Table). Previous studies have found that open chromatin at transposase hypersensitive sites predicts active transcription [9,32,33], and our findings are consistent with previous studies in a variety of organisms. Our results show that ATAC-seq signaling is significantly enriched in a region ±1 kb around the TSS, implying that most cis-regulatory regions are located near the core promoter of the gene. Moreover, the distribution of DARs on functional genomic elements revealed that promoter-TSS and intergenic regions are also preferentially accessible to Tn5 transposase (Fig 1C), with a relatively large number of promoter-TSS regions exhibiting significantly different accessibility, hinting that most DARs resulting from infection may represent proximal regulatory elements, such as promoters, located close to the genes they control, favoring gene transcription.

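The lung RNA-seq compared mice given planktonic PAO1, a reference laboratory strain of P. aeruginosa, with mice given PBS. According to the methods, 10000000 CFU in 50 μl were injected into the trachea, tissue was collected after 12 hours, and each of the 3 replicates per group held lung tissue of 3 mice. The authors trimmed the reads, aligned them to the mouse genome build mm10 with HISAT2, counted them per gene with featureCounts, and deposited the counts without normalization. The reads were paired, and 80.2 to 81.9% of the genes with 1 to 20 counts in a library had an even count, so most read pairs entered the table as 2 counts. The strand setting, and the treatment of reads that fall on more than 1 gene, are not given in the sources used here. Genes whose exons overlap another gene, or that share sequence with a near-identical copy, are therefore marked where their values are given. The count table listed 54532 genes, and 23235 of them had a count of 0 in all 6 libraries and were removed, as the methods describe, which left 31297 genes. All 37 mitochondrial genes were among those listed at 0. Control replicates 1, 2 and 3 held 37505242, 38230642 and 38334077 counts, and infected replicates 1, 2 and 3 held 34417865, 37418462 and 36586883. At this depth, 3 read pairs (6 counts) over a group correspond to 0.0437 CPM in the control group and 0.0666 CPM in the infection group, which was used as the floor for genes with no count in a group and covers counting error only. The variance between replicates of a group was 4.66 to 6.60 times the sampling noise of single counts and 2.33 to 3.30 times that of read pairs, so no library was a duplicate of another. On log-CPM values, the Pearson correlation was 0.990 between control replicates, 0.985 to 0.986 between infected replicates and 0.928 to 0.937 between the groups, and the first principal component held 95.1% of the variance and separated the groups. CPM values, which are counts relative to the library size, were normalized by edgeR's TMM method, and fold changes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 31297 genes. Standard errors of log2 fold changes are those implied by the quasi-likelihood F statistic. The fit moderates them across genes, so they can be narrower or wider than the spread between replicates of a single gene. TPM values were computed from the counts and the gene lengths in the table. A gene was called as a DEG by the thresholds of the paper, at an adjusted p under 0.01, a fold change of at least 2 and a mean TPM above 10 in at least 1 group. The TMM factors were 1.18 to 1.24 in the control libraries and 0.814 to 0.852 in the infected libraries, so the choice of scaling enters every fold change.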

RNA-seq was performed to investigate potential genes associated with *P*. *aeruginosa*-infected lung tissues. Furthermore, to identify candidate genes associated with *P*. *aeruginosa* infection, we defined DEGs significantly associated with *P*. *aeruginosa* infection by fold change > 2 and *p* value < 0.01, with a mean TPM > 10 for at least one group. A total of 4229 DEGs were identified, of which 2126 genes were upregulated and 2103 genes were downregulated (Figs 1D, S2A and S2B, S2 Table). 

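From the deposited counts, 4443 DEGs were called, with 2254 higher and 2189 lower in infected lung tissues. The TPM threshold moved these counts most, since 1646 genes were called higher and 528 lower when the mean TPM had to exceed 10 in both groups, and 3883 were higher and 4616 were lower without it. The scaling also shifted the balance between the directions. With library size alone and no composition factor, 1347 genes were higher and 3762 were lower. Leaving out each replicate in turn gave 2195 to 2323 higher and 2159 to 2243 lower genes. All 18 upregulated and all 16 downregulated genes labelled in Fig 1D were called in the direction shown there, all 18 and all 16 also when adjusted over the list alone, which is not independent evidence because the paper picked them from these libraries. Among DEGs without overlap between the groups, the largest fitted fold changes belonged to Il22, Lbx1, BC018473, Prss22 and Psors1c2. Il22 (ENSMUSG00000074695, chromosome 10, 118204942 to 118210047) was at 0 counts in every control replicate and at 21.4 ± 11.3 CPM (SD, n = 3) in infected lung tissues, at least 490.4-fold higher than the floor of 3 read pairs over the group. Its sequence is shared with the copy Iltifb over 41.0% of its 50-base windows, so its counts are uncertain. Lbx1 (ENSMUSG00000025216, chromosome 19, 45232684 to 45235812), also at 0 in every control replicate, reached 14.8 ± 1.02 CPM, at least 338-fold higher than the floor. Psors1c2 (ENSMUSG00000024409, chromosome 17, 35533201 to 35534647) was at least 107-fold higher, at 4.67 ± 1.09 CPM. Prss22 (ENSMUSG00000045027, chromosome 17, 23993535 to 23998100) had 0.0440 ± 0.0444 CPM in the control group and 80.5 ± 3.38 CPM in the infection group (log2 fold change 10.74, standard error 0.194, adjusted p = 1.24e-108 from edgeR's quasi-likelihood test). BC018473 (ENSMUSG00000056032, chromosome 11, 116752167 to 116759373) had 2 counts over the control group, and its CPM ratio was 3121 (exact 95% counting interval 559 to 123320). Most of its rise came from 1 library, with 57.2 TPM in infected replicate 1 against 0.322 and 0.658 TPM in replicates 2 and 3. Without infected replicate 1 the ratio was 80.2 (13.5 to 3253), and the gene was no longer called. It was also not called without control replicate 3 (adjusted p = 0.0206) or with DESeq2, which gave it no adjusted p. At the other end, Gm15883 (ENSMUSG00000086868, chromosome 7, 27124481 to 27130674) fell from 21.6 ± 3.58 to 0.108 ± 0.100 CPM, although other genes cover 16.2% of its exonic bases, and Wnt3a (ENSMUSG00000009900, chromosome 11, 59248033 to 59290752) fell from 17.7 ± 2.03 to 0.127 ± 0.167 CPM. The other 3 of the 5 smallest, Gm37116, Gm23172 and Mir10a, are a processed pseudogene, a snoRNA and a microRNA of 147, 124 and 110 exonic bases, which reach a TPM of 10 at low counts. They had 0.444, 0.379 and 0.298 CPM in the control group and 0 counts in infected lung tissues, and were at least 6.66-fold, 5.70-fold and 4.48-fold lower against the floor. Gm37116 shares 26.5% of its 50-base windows with other genes. Without control replicate 1, the control mean of Gm37116 was 9.83 TPM and it was not called. Mir10a was not called without control replicate 1 or 2, where its control mean was 9.52 and 9.11 TPM, or under edgeR's filter on low counts, which removed it.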

We found that some macrophage-associated inflammatory genes were upregulated, such as Cxcl2, Cxcl3, Cxcl5, Acod1, Il1r2, and Il6. 

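Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) had 4.03 ± 0.678 CPM in the control group and 4666 ± 696 CPM in the infection group (SD, n = 3), with log2 fold change 10.18, standard error 0.11, adjusted p = 1.17e-143 from edgeR's quasi-likelihood test. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) had 0.759 ± 0.121 CPM in the control group and 799 ± 211 CPM in the infection group, with the widest spread between infected replicates of the 6 genes relative to its mean (log2 fold change 10.04, standard error 0.133, adjusted p = 8.94e-130). For Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573) the values were 0.991 ± 0.222 CPM in the control group and 1117 ± 154 CPM in the infection group (log2 fold change 10.13, standard error 0.121, adjusted p = 7.55e-137). Cxcl5 and Cxcl3, neighbours of Cxcl2 on chromosome 5, reached 702 ± 116 and 1216 ± 182 CPM, and their log2 fold changes were 9.96 and 9.94. The smallest change was that of Il1r2, the decoy receptor of interleukin 1, at 9.22 (standard error 0.121). No infected replicate overlapped a control replicate in any of them (exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). With library size alone as the scaling, which lowered them most, the 6 log2 fold changes ranged from 8.69 to 9.64.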

Previous studies have shown that Acod1 and Il6 play an important role as immune regulators in maintaining homeostatic balance in the host and that the accumulation resulting from the infection response confers a powerful proinflammatory response to the host [34,35]. Our results may suggest that macrophages play a role in *P*. *aeruginosa* infection by triggering innate and inflammatory immune responses in the host.

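The direction of the DEGs was counted by chromosome over all 4443 called genes, whether or not they lay near a DAR, since the DARs were not analysed here. Chromosomes 2, 5, 7 and 11 held 1330 DEGs, of which 664 were lower and 666 were higher in infected lung tissues, a share of 49.9% lower (exact binomial 95% confidence interval 47.2 to 52.6%, over genes). The share was 48.7% on chromosome 2 (173 of 355), 46.5% on chromosome 5 (126 of 271), 52.4% on chromosome 7 (164 of 313) and 51.4% on chromosome 11 (201 of 391), and each of these intervals included 50%. On the other chromosomes 1525 of 3113 DEGs were lower (49.0%), which did not differ from the share on the 4 chromosomes (Fisher's exact test, two-sided, p = 0.578, across genes, which are not independent replicates). Tested one by one against all others, the 4 chromosomes gave p values of 0.265 to 0.868, or 0.529 to 0.868 after Benjamini-Hochberg adjustment over the 4. The scaling set this share more than the chromosome did, and with library size alone 74.4% of the DEGs on the 4 chromosomes were lower.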

The open chromatin regions were more likely to affect the expression of nearby genes, and we found that the majority of DEGs in chr2, chr5, chr7, and chr11 (S2C Fig) located in these regions were significantly downregulated (S2D–S2G Fig), indicating a close connection between changes in chromatin accessibility and concomitant differential gene expression. Therefore, we overlapped the nearest genes of DARs located within 10 kb of the TSS with DEGs and obtained 1454 upregulated genes and 889 downregulated genes associated with changes in chromatin open regions (Fig 1E). Upon further analysis, it was confirmed that changes in upregulated DEGs expression were positively correlated with DARs 10 kb from the TSS (Pearson’s r = 0.41), suggesting that altered chromatin accessibility contributes to the differential expression of genes associated with *P*. *aeruginosa*-infected lung tissues, such as Cxcl3, Il1r2, and Acod1 (Fig 1F). These genes have an important function in immunological regulation and the prevention of microbial infections [36–38]. It is worth adding that the downregulated DEGs were not significantly related to the signal values for the open accessibility of DARs (S2H Fig).

To identify important DEGs and signaling pathways connected to DARs in the lung tissues of a mouse infected with *P*. *aeruginosa*, we conducted an enrichment analysis of DEGs connected to DARs. KEGG enrichment results showed that DARs associated with upregulated DEGs were significantly enriched in Toll-like receptors, Nod-like receptors, Fcγ receptors (FcγRs)-mediated phagocytosis, and JAK/STAT signaling pathways, whereas DARs associated with downregulated DEGs were mainly involved in the Lysosome, Cell cycle, and Endocytosis (Figs 1G and S2I). By exploring the Reactome database, key DEGs associated with DARs were found to be significantly enriched with Cytokine signaling, Interleukin signaling and Toll-like receptor cascades (S2J Fig). Thus, these signals might coordinate the activation of regulation of host innate immunity as previously reports [39,40]. According to these findings, changes in chromatin accessibility affect the gene expression of components of numerous signaling pathways and play a key role in *P*. *aeruginosa*-infected lung tissues.

### Landscape alterations of accessible regions and related DEGs in *P*. *aeruginosa*-infected alveolar macrophages

The alveolar macrophages represent the first line of immune cells in the lung and infiltrated monocytes and macrophages play an important role in the fight against pathogens infection. The abundance of macrophage infiltration in lung tissue was predicted using multiple methods with the data of bulk RNA-seq [41]. The abundance of macrophages was affected by *P*. *aeruginosa* infection and was significantly increased in the infected group (S4A Fig). Therefore, the current study performed ATAC-seq and RNA-seq sequencing to investigate the molecular changes at the cellular level by using *P*. *aeruginosa*-infected alveolar macrophages (Fig 2A). 

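The TIMER2.0 estimates were not repeated here, and lists of marker genes written from general knowledge of mouse lung cells were examined in the same bulk libraries instead. Such a list measures RNA per library, not a number of cells. The 8 general macrophage markers had a median log2 fold change of -0.05 in infected lung tissues, with 4 higher and 4 lower, and a mean of 0.12. The set test camera gave no difference (adjusted p = 0.873 over 13 lists) and pointed up, while fry pointed down (adjusted p = 0.605). Their median became positive with DESeq2, with RLE factors (0.03 each) and with upper-quartile factors (0.11). Fcgr1 rose by 2.15 and Mertk fell by 1.62 on the log2 scale, both past the adjusted p of edgeR's quasi-likelihood test, and 5 of the 8 markers passed it over all genes and 5 adjusted over the list alone. Of the 9 alveolar macrophage markers, 7 were lower and 2, Marco and Plet1, were higher, and 8 passed the test over all genes and 8 adjusted over the list alone. Their median was -1.55, which did not pass camera (adjusted p = 0.109) and passed fry (adjusted p = 0.00277). Ear1 and Ear2 in this list share 57.4% and 41.5% of their 50-base windows with related genes, and other exons cover 13.4% of Plet1. The 5 monocyte markers were all higher, with a median of 3.69 (camera, adjusted p = 3.49e-04), and so were the 8 neutrophil markers, with a median of 5.95 (camera, adjusted p = 7.73e-07). By camera with its preset correlation, 7 of the 13 lists differed between the groups. All 7 also passed fry, and none passed with an estimated correlation between genes (lowest adjusted p = 0.256). The AT2 and endothelial lists lost the camera call without control replicate 3, where their medians were -0.64 and -2.19.

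**Figure D1:**
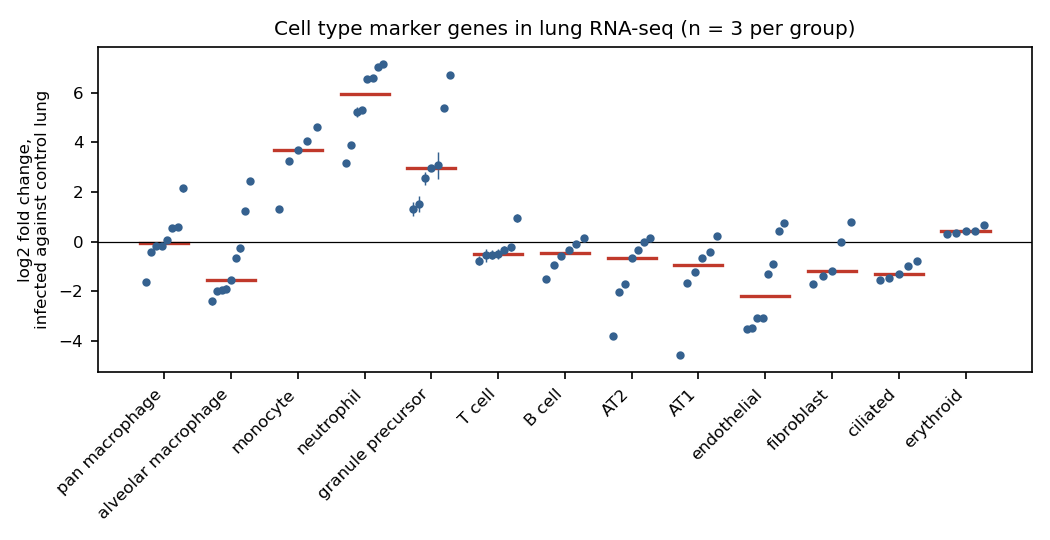
Log2 fold change in infected against control lung tissues for each marker gene of 13 cell type lists. Points are genes with the standard error from edgeR's quasi-likelihood fit, and red lines are list medians. The neutrophil list has the highest median (5.95) and the endothelial list the lowest (-2.20).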

We explored the open chromatin state in *P*. *aeruginosa*-infected alveolar macrophages with a total of 10,930 accessible regions and 3,403 regions of DARs (Fig 2B). Additionally, we found that most of these DARs were in the promoter-transcription start site (promoter-TSS) region and intragenic (Fig 2C and S3 Table). Interestingly, the results for chromatin-open regions in *P*. *aeruginosa*-infected alveolar macrophages were similar to those observed in *P*. *aeruginosa*-infected lung tissues. Furthermore, we set up three biological replicates per group to perform RNA-seq to identify genes that might be associated with *P*. *aeruginosa*-infected alveolar macrophages. Using similar processing to that of lung tissue, we identified a total of 3888 DEGs, of which 2208 were upregulated and 1680 were downregulated (Figs 2D, S3A and S3B, and S4 Table).

**Fig 2:**
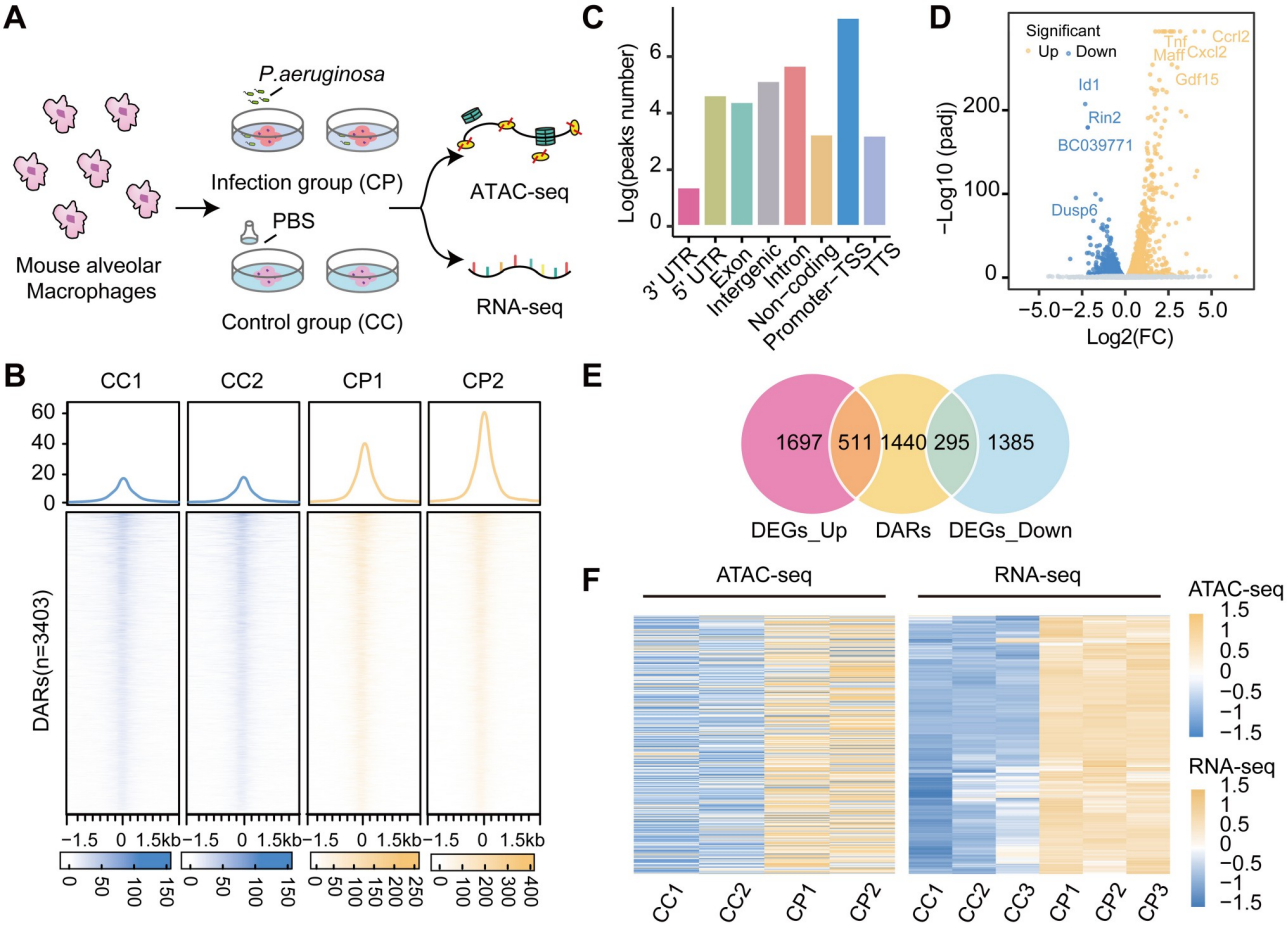
Identification and analysis of DEGs and DARs in *P*. *aeruginosa*-infected mouse alveolar macrophages. (A) Overview of the study design. Two biological replicates infected with *P*. *aeruginosa* were evaluated to profile chromatin accessibility, and three biological replicates infected with *P*. *aeruginosa* were evaluated to profile transcript abundances. (B) The average read density (top) and heatmap (bottom) representation of the normalized ATAC-seq signal over DARs in the infection and control groups. Heatmaps show a read signal of 3403 available locations. Signals within 1.5 kb of the center of the DARs are shown in descending order. (C) Bar chart showing annotation of DARs to genomic features: 3′ UTR, 5′ UTR, exon, intergenic regions, introns, non-coding regions, promoter-TSS, and TTS. Promoter-TSS regions are defined as peak summits located up to 1 kb upstream and 100 bp downstream of the TSS. (D) Volcano plot showing the transcript levels of DEGs between the infection and control groups. A total of 2208 significantly upregulated genes are shown as red dots, whereas 1680 downregulated genes are shown as blue dots. Filtered by adjusted *p* value < 0.01, the top significantly up- and downregulated genes are highlighted in the text according to log2(FC). (E) Venn diagram showing the overlap between nearby genes from DARs and DEGs. (F) Heatmap depicting the expression levels of overlapping genes around upregulated DEGs and DARs.

Likewise, we further assigned DARs to the nearest genes to explore the potential relationship between DARs and DEGs in alveolar macrophages infected with *P*. *aeruginosa*. Integrating ATAC-seq and RNA-seq data, a total of 511 upregulated and 295 downregulated DEGs were identified with DARs (Fig 2E). Within open chromatin regions, we found that DARs and DEGs tended to have higher expression levels in *P*. *aeruginosa*-infected alveolar macrophages (Fig 2F, and S5 Table). Similarly, infection-related changes in chromatin accessibility were closely associated with the differential expression of upregulated DEGs (S3C and S3D Fig), and this finding was largely consistent with the results in infected mouse lung tissues. In addition, we performed functional and pathway enrichment analyses of DEGs associated with DARs and observed remarkable changes in the expression of important DEGs linked with DARs in *P*. *aeruginosa*-infected alveolar macrophages, which may be crucial for altered immune responses. By exploring the Reactome database, we found that key upregulated DEGs associated with DARs were linked to Cytokine signaling and Interleukin signaling in the immune system (S3E Fig). In KEGG pathway enrichment analysis, we found that upregulated DEGs associated with DARs were responsible for the regulation of the Actin cytoskeleton, the JAK/STAT signaling pathway and the MAPK signaling pathway. Among them, the control of the regulation of the Actin cytoskeleton is associated with the differentiation and productivity of macrophages, and the JAK/STAT and MAPK signaling pathways are classic inflammatory immunological pathways (S3F Fig) [42,43]. In conclusion, our exploration of DEGs in infection-associated chromatin open regions contributes to the understanding of important functions and pathways related to *P*. *aeruginosa* infection and immunity, which provides strong evidence for understanding the molecular mechanisms of bacterial infections.

### Integration of genomic and transcriptomic data from mouse lung tissues and alveolar macrophages reveals functional and molecular alterations associated with ubiquitination

In our study of DEGs in chromatin-open regions, we identified significant similarities in the molecular and functional characteristics of mouse lung tissues *in vivo* and alveolar macrophage cell lines *in vitro*, and we then further explored the molecular interactions between *P*. *aeruginosa*-infected alveolar macrophages and lung tissues. We first summarized the distribution of genomic elements of detected DARs in lung tissues and alveolar macrophages following *P*. *aeruginosa* infection (Fig 3A). As in mouse lung tissues, a considerable part of the promoter-TSS region was found in alveolar macrophages. Meanwhile, by observing the changes in chromatin open signal intensity in both *P*. *aeruginosa*-infected mouse lung tissues and alveolar macrophages, we found that the open signal was significantly higher in the *P*. *aeruginosa*-infected group than in the control group (Fig 3B, and S6 Table). Then, we analyzed the correlation of fold changes in DEGs and further demonstrated the consistency of differential changes in DEGs in lung tissues and alveolar macrophages infected with *P*. *aeruginosa* (Fig 3C). We also found that in *P*. *aeruginosa*-infected mouse lung tissues and alveolar macrophages, coexisting DEGs were significantly enriched for ubiquitination-related functions and components belonging to the ubiquitin-proteasome system, with ubiquitin ligase (E3) being particularly prominent (Fig 3D and 3E). In particular, proteasome-mediated ubiquitin-dependent proteolytic processes, protein polyubiquitination, and regulation of protein ubiquitination pathways play a key role in the maintenance of protein homeostasis following *P*. *aeruginosa* infection. Moreover, we discovered these molecules that not only increase signaling in the open region following *P*. *aeruginosa* infection but are also involved in the regulation of a variety of important ubiquitination functions. Of these, Rnf12b and Traf6 are ubiquitinated ligases (E3), while Tnfaip3 (also known as A20) and Zc3h12a are deubiquitinated enzymes (DUBs), and the differential expression patterns of these molecules correlate with altered chromatin accessibility (Figs 3F, S4B). 

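The count table lists no gene under the symbol Rnf12b. It was read here as Rnf19b, which S2 Table lists, and this reading is an inference that the paper does not state. Rnf19b (ENSMUSG00000028793, chromosome 4, 129058271 to 129085886) had 36.8 ± 4.21 CPM in the control group and 815 ± 56.4 CPM in the infection group (SD, n = 3), and Traf6 (ENSMUSG00000027164, chromosome 2, 101678429 to 101701669) had 42.9 ± 2.08 CPM in the control group and 260.2 ± 14.3 CPM in the infection group. Their log2 fold changes were 4.47 (standard error 0.0855) and 2.60 (standard error 0.0801). The deubiquitinating enzymes changed more. Tnfaip3 (ENSMUSG00000019850, chromosome 10, 19000910 to 19015657) rose from 24.9 ± 0.557 to 2535 ± 223 CPM, a log2 fold change of 6.67 (standard error 0.0906), and Zc3h12a (ENSMUSG00000042677, chromosome 4, 125118423 to 125127840) rose from 13.7 ± 0.720 to 812 ± 25.8 CPM, a log2 fold change of 5.89 (standard error 0.0908). All 4 passed edgeR's quasi-likelihood test over all genes, the least significant being Traf6 (adjusted p = 2.58e-73), and all 4 passed adjusted over the list alone. The lowest log2 fold change of these 4 genes with any 1 replicate left out was 2.55, for Traf6. Chromatin accessibility at these genes was not analysed here.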

Notably, Rnf12b has been identified as a key regulator of signal transducer and activator of transcription 1 (Stat1), as well as a component of the innate immune response [44].

**Fig 3:**
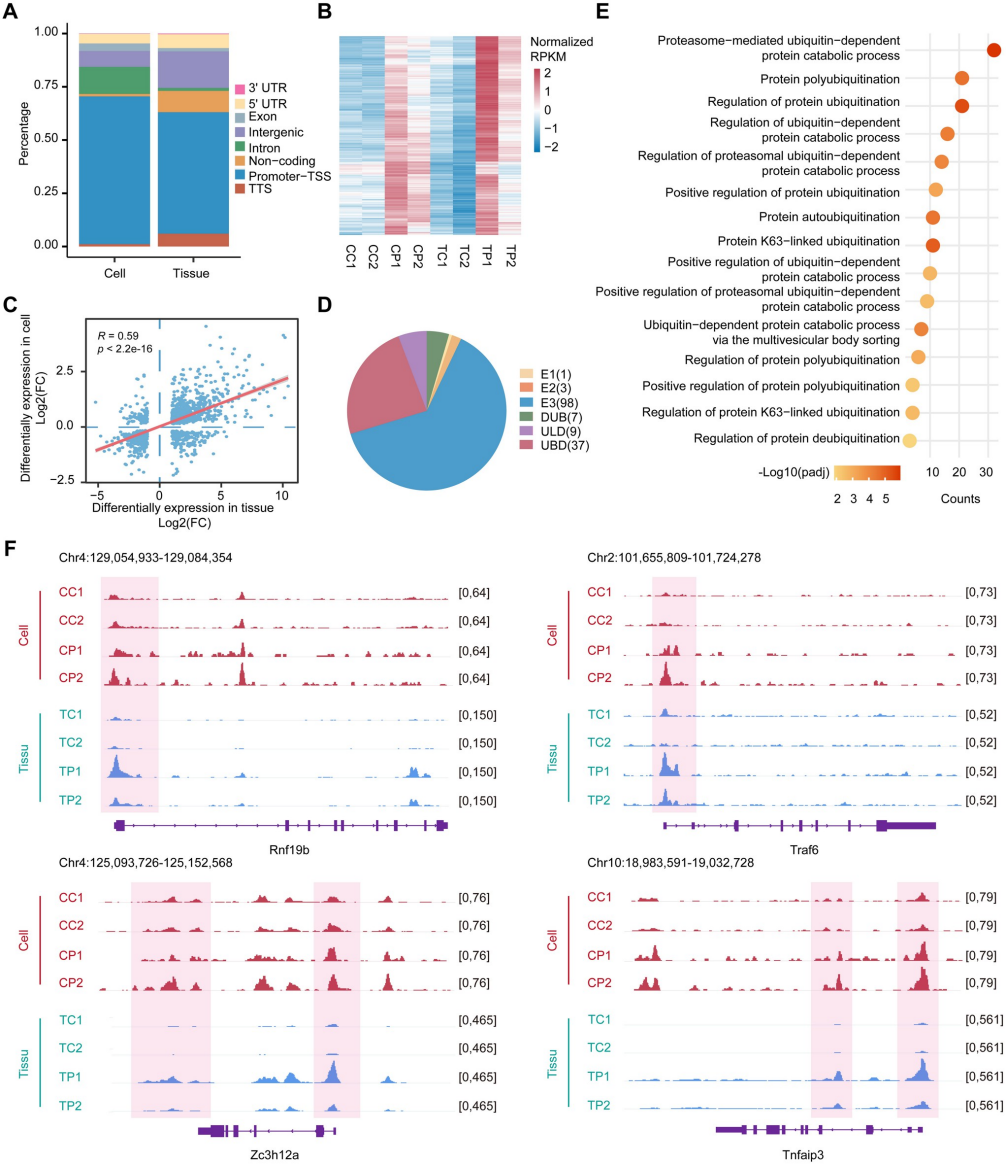
Molecular interactions between lung tissues and alveolar macrophages. (A), Proportions of DARs within genomic regions in lung tissues and alveolar macrophages: 3′ UTR, 5′ UTR, exon, intergenic regions, introns, non-coding regions, promoter-TSS, and TTS. (B) Heatmap representation of normalized ATAC-seq signals of DARs shared by lung tissues and alveolar macrophages. (C) Correlation analysis of DEGs between lung tissues and mouse alveolar macrophage groups. Each blue dot represents a gene that is significantly differentially expressed and correlates with changes in chromatin accessibility. Pearson’s correlation coefficient (r) and associated *p* values are shown. (D) Pie chart showing the components of the ubiquitin-proteasome system of DEGs shared by mouse lung tissues and alveolar macrophages. (E) Bubble plot illustrating the significant enrichment of the ubiquitination function in the DEGs shared by mouse lung tissues and alveolar macrophages. The position corresponds to the number of genes, whereas color denotes significance. (F) IGV Browser view of four upregulated accessible chromatin regions of the components of the ubiquitin-proteasome system in alveolar macrophages and lung tissues.

### Characterization of the proteomics and ubiquitin-proteomics in lung tissues infected with *P*. *aeruginosa*

Based on combined genomic and transcriptomic analyses that identified genetic and functional alterations associated with ubiquitinated modifications, we performed additional proteomic and ubiquitin-proteomic sequencing for mouse lung tissues. We identified and characterized 1276 differentially expressed proteins (DEPs) and 4142 differentially expressed ubiquitinated sites (DUPs) and performed enrichment analysis on DEPs and DUPs (Figs 4A–4D, S4C and S4D, S7 and S8 Table). In addition, key proteins and ubiquitinated proteins associated with *P*. *aeruginosa* infection were revealed, for example, the significantly upregulated proteins S100A8, SAA3, and IL1R2 and the significantly upregulated ubiquitinated proteins TNFAIP3, TNIP1, and CXCR2. Among them, the differential protein SAA3 and the differential ubiquitinated protein TNFAIP3 not only act as biomarkers of infection and inflammation but are major determinants of inflammatory status and disease progression in many cases [45,46]. With further analysis, we integrated tissue and cellular transcriptomic data and found that Positive regulation of cytokine production was significantly present in GO enrichment (S5A and S5C Fig), and interestingly, the pathway was equally prominent in proteomic and ubiquitin-proteomic enrichment (Fig 4B and 4D). Subsequently, we combined transcriptomic, proteomic, and ubiquitin-proteomic data from the positive regulation of cytokine production gene set for analysis, and we found 18 molecules that differed in multi-omics expression and that these molecules’ expression was mostly consistent in transcriptomics, proteomics, and ubiquitin-proteomics (Fig 4E). Among them, we found that the omic changes in ADAM8, ANXA1, SPTBN1, and STAT1 were highly correlated with inflammatory cell activation and cytokine production [47–51]. 

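In the lung RNA-seq, Adam8 (ENSMUSG00000025473, chromosome 7, 139978932 to 139992562) had 25.4 ± 5.73 CPM in the control group and 557 ± 43.1 CPM in the infection group (SD, n = 3, log2 fold change 4.45, standard error 0.0907, adjusted p = 1.98e-100 from edgeR's quasi-likelihood test). Anxa1 (ENSMUSG00000024659, chromosome 19, 20373428 to 20390944) had 225 ± 11.4 CPM in the control group and 3369 ± 157 CPM in the infection group, a log2 fold change of 3.90 (standard error 0.0774). Sptbn1 (ENSMUSG00000020315, chromosome 11, 30099395 to 30268175) fell from 2426 ± 117 to 933 ± 53.7 CPM, a log2 fold change of -1.38 (standard error 0.0703). Heg1, which the paper names with these genes in its discussion, had a log2 fold change of -0.96 (standard error 0.0739), short of the 2-fold threshold, and was called as lower with library size alone (-1.49), without control replicate 1 (-1.02) and without infected replicate 3 (-1.02). The 14 genes that Fig 4E shows as higher in the transcriptome were called higher, and Sptbn1, Kit and Trim32 were called lower, and they also passed adjusted over the list alone, which is not independent evidence because the genes were chosen on these libraries. Lgals9, at 1.02, was not called without control replicate 1 (0.99), infected replicate 1 (0.95) or infected replicate 2 (0.98), and Oas3 was not called without infected replicate 1 (2.87). With library size alone, Lgals9 (0.49) and Cybb (0.99) were not called, and Lgals9 was also not called when a change of more than 2-fold was tested (adjusted p = 0.446). Other genes cover 35.1% of the coding bases of Cebpb. Protein and ubiquitination levels were not analysed here.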

At the same time, we found significant expression of macrophage-associated inflammatory factors in both infected lung tissues and cells (S5B and S5D Fig). In conclusion, the GO annotation identified promising molecules and proposed Positive regulation of cytokine production pathways that may be suitable candidate immunological targets in *P*. *aeruginosa* infection.

**Fig 4:**
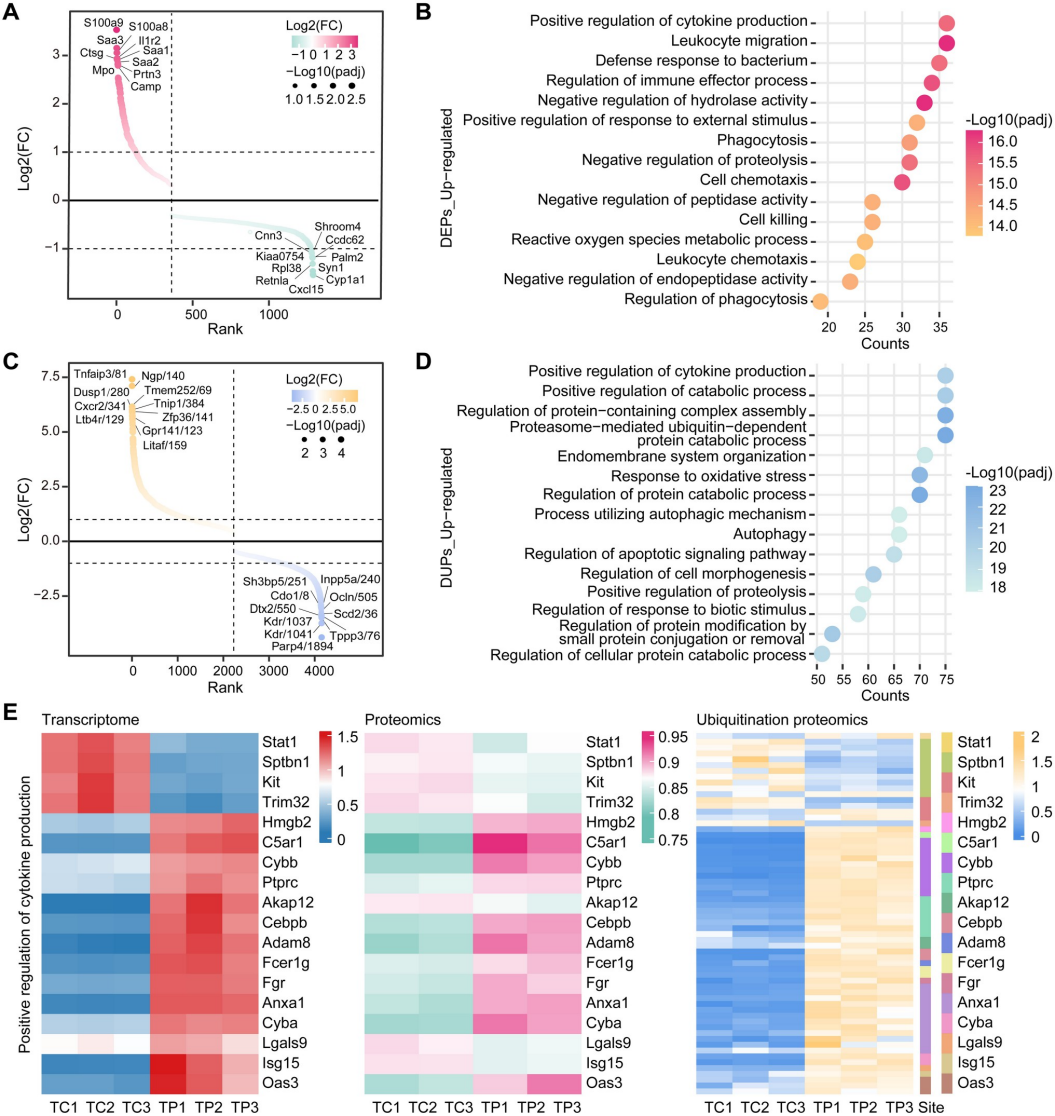
Identification and analysis of DEPs and DUPs in *P*. *aeruginosa*-infected lung tissues. (A) The waterfall plot of the DEPs arrangement is sorted by log2(FC), with upregulated expression shown in red and downregulated expression shown in green. (B) The GO function enrichment analysis for upregulated DEPs is represented in a bubble plot. Color represents significance, and position represents the number of enriched genes. (C) The waterfall plot of the DUPs arrangement is sorted by log2(FC), with upregulated expression shown in yellow and downregulated expression shown in blue. (D) Results of the study of GO functions that are enriched for upregulated DUPs are displayed in a bubble plot. Position indicates the number of enriched genes, whereas color denotes significance. (E) Heatmap showing the abundance of molecules with altered transcriptomics, proteomics, and ubiquitin proteomics in the positive regulation of cytokine production.

### Identification of the potential pioneer transcription factors Stat1 and Stat3 during *P*. *aeruginosa* infection

TFs are molecules that regulate gene expression by binding to cis-regulatory specific sequences (called motifs) in target gene promoters or enhancers [52]. In many cases, the chromatin accessibility of DNA is a prerequisite for TF binding, which plays an important role in development and disease [32]. To investigate potential TFs within DARs in *P*. *aeruginosa*-infected mouse lung tissues and alveolar macrophages, we performed TF enrichment analysis using the motif discovery software HOMER. The ± 200 bp flanking sequences around the top of the ATAC-seq peak in DARs were scanned for TF motif occurrence and TF binding sites (TFBS). In the differently accessible regions of the *P*. *aeruginosa*-infected lung tissues and alveolar macrophages, 190 and 184 putative TFs were found by default (p < 0. 05) (S9 and S10 Table). Putative TFs were intersected with the respective DEGs of lung tissue and alveolar macrophages to find DETFs associated with the regulation of chromatin accessibility and gene transcription. A total of 45 DETFs were found in the lung tissues, and 38 DETFs were enrolled in the alveolar macrophages (Fig 5A and 5B). 

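The intersection was repeated for lung tissues with the 190 motif names in S9 Table, of which 189 are distinct and 115 equal the symbol of a gene in the count table, ignoring case. Of these, 45 belonged to a called DEG, 34 higher and 11 lower in infected lung tissues. The number ranged from 34, when the mean TPM had to exceed 10 in both groups, to 56 without a TPM threshold. A list of 36 aliases, which pairs motif names such as PU.1 with the symbol of the gene, raised it to 54. With any 1 replicate left out it was between 43 and 45. These counts carry no test, and the motif enrichment itself was not repeated.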

Meanwhile, we identified 22 shared DETFs in lung tissue and alveolar macrophages (Fig 5C). Among them, 20 DETFs with similar expression trends in mouse lung tissues and alveolar macrophages were found, such as Junb, Stat3, Fosl2, and Stat1 (Fig 5D). 

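In lung tissues, Junb (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718) had 45.8 ± 1.85 CPM in the control group and 1261 ± 99.9 CPM in the infection group (SD, n = 3), and its log2 fold change was 4.78 (standard error 0.0844, adjusted p = 3.67e-110 from edgeR's quasi-likelihood test). Fosl2 (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842) had 81.1 ± 4.85 CPM in the control group and 1449 ± 56.8 CPM in the infection group, a log2 fold change of 4.16 (standard error 0.0809). Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) had 207 ± 8.24 CPM in the control group and 828 ± 34.6 CPM in the infection group, with log2 fold change 2.00, standard error 0.0743, adjusted p = 8.58e-62. The 18 DETFs that the heatmap of Fig 5D shows as higher in infected lung tissues were called higher and Maz was called lower, and they also passed adjusted over the list alone, which is not independent evidence because the paper drew them from these DEGs. Maz, at -1.11, was not called with upper-quartile factors (-0.95) or when a change of more than 2-fold was tested (adjusted p = 0.104). Of the 18 higher genes, Bcl6 and Elk4 were not called when a change of more than 2-fold was tested, and these 2, Atf1, Nfe2l2 and Runx1 were not called with library size alone. Exons of other genes cover 85.7% of the coding bases of Jund, 60.5% of those of Bhlhe41 and 7.52% of the exonic bases of Junb. Expression in MH-S cells was not analysed here.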

When the abundance of ubiquitinated proteins of these shared factors was compared, only Stat1 and Stat3 showed significant changes at different levels (Fig 5E). Notably, we found significantly altered chromatin open region signals of Stat1 and Stat3 in infected groups, both in *P*. *aeruginosa*-infected lung tissues and alveolar macrophages (Fig 5F).

**Fig 5:**
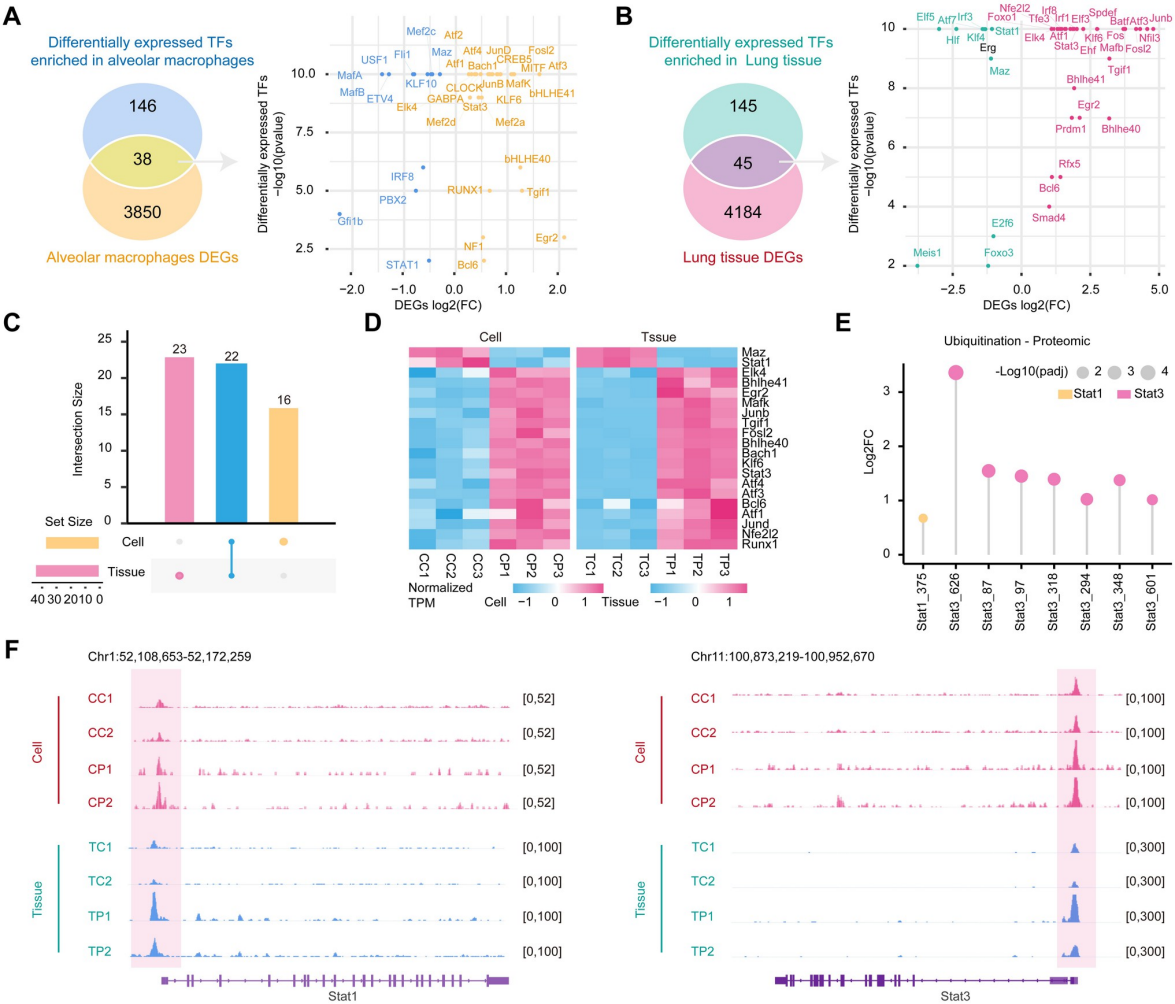
Distinct signatures of TFs in the multiple omics analysis. (A) Dot plot of the transcriptomic differential distribution of differentially expressed TFs (DETFs) in mouse alveolar macrophages. Horizontal coordinates represent log2(FC) of DEGs, yellow is upregulated, blue is downregulated, and vertical coordinates represent motif-enriched TF significance. (B) Dot plot of the transcriptomic differential distribution of differentially expressed TFs (DETFs) in mouse lung tissues. Horizontal coordinates represent the log2(FC) of DEGs; red indicates upregulation, and green indicates downregulation. (C) Multiset visualization depicting the overlap of TFs shared by lung tissues and cells with DEGs from mouse alveolar macrophages and DEGs from lung tissues. (D) Heatmap depicting the gene expression of DETFs shared by lung tissues and alveolar macrophages. The cell is on the left, and the tissue is on the right. (E) Lollipop plots show transcription factors whose abundance in the ubiquitinated proteome is significantly different in both mouse alveolar cells and tissues. (F) IGV browser view shows multiple omics-altered transcription factors in DARs, with mouse alveolar macrophages in the red area and lung tissues in the blue area.

Stat1 and Stat3 have been reported to induce the expression of a large number of inflammatory mediators, regulate the biological effects of many other cytokine receptors in various cell types, and act as core transcription factors in various immune responses [53, 54]. Furthermore, Stat1 is an important mediator of M1 macrophage polarization induced by IFN-γ, while IL-10 and IL-6 induce Stat3-mediated expression of genes associated with an M2-like phenotype [55]. Our study revealed similar omics changes in the transcription factors Stat1 and Stat3 in lung tissues and alveolar macrophages in *P*. *aeruginosa*-infected mice, suggesting that Stat1 and Stat3 may play vital roles in host immune defense and immune balance during P. aeruginosa infection.

### The downstream molecules of Stat1 and Stat3 may be important for the balance of the host immune response in *P*. *aeruginosa* infection

Based on the above molecular analysis, we identified specific alterations in the multi-omics expression of Stat1 and Stat3. Moreover, the altered ubiquitination of Stat1 and Stat3 proteins in proteomics may lead to changes in protein abundance, thereby affecting the transcriptional regulation of downstream molecules. To further characterize the interaction of Stat1 and Stat3 with downstream molecules after *P*. *aeruginosa* infection of the host, we predicted downstream targets based on Stat1 and Stat3 chromatin open regions (Fig 6A), specifically using HOMER to screen the motifs of Stat1 and Stat3 in the promoter region of adjacent DEGs. We identified the coexistence and consistent expression of eight Stat1 downstream genes (Socs3, Fas, Mir22hg, Cd302, Mcl1, Tpt1, Rnf115, and Miga2) and fourteen Stat3 downstream genes (Sat1, Rabgef1, Ddx21, Ccnl1, Eif1, Vapa, Zc3hav1, Zfp51, Per3, Kctd21, Ehd4, Men1, Elom2, and Tmx2) in *P*. *aeruginosa*-infected mouse lung tissues and alveolar macrophages (Fig 6B). Furthermore, several predicted downstream molecules have been reported to be closely associated with inflammation as inflammatory markers, for example, molecules downstream of Stat1, Socs3, Fas and Mcl1; and molecules downstream of Stat3, Sat1, Rabgef1 and Men1 [56–61]. 

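In lung tissues, all 22 genes were called as DEGs, 15 higher and 7 lower, each in the direction of Fig 6B, and all 22 passed edgeR's quasi-likelihood test adjusted over the list alone (not independent evidence, since the paper selected them among its DEGs). The gene written Elom2 is listed as Elmo2. Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) changed most, with 38.0 ± 1.94 CPM in the control group and 2225 ± 176 CPM in the infection group (SD, n = 3, log2 fold change 5.87, standard error 0.0875). Mcl1 and Cd302 had log2 fold changes of 1.90 and 2.48, and Mir22hg, whose exonic bases are covered for 10.7% by other genes, had 2.79. Miga2 (ENSMUSG00000026858, chromosome 2, 30364233 to 30385521) fell from 22.5 ± 3.14 to 4.06 ± 0.746 CPM (log2 fold change -2.48). Per3 (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) fell from 57.1 ± 8.71 to 2.06 ± 0.273 CPM (log2 fold change -4.80, standard error 0.130, adjusted p = 3.06e-81), and Kctd21 fell from 15.7 ± 1.01 to 1.08 ± 0.247 CPM (log2 fold change -3.86). Ehd4, Men1, Tmx2 and Elmo2 were lower by less, between -1.34 and -1.03, and the 15 higher genes ranged upward from 1.08 for Zfp51, with Rabgef1 at 2.75. Several counts are uncertain, since Tpt1 (log2 fold change 1.15) and Eif1 (1.69) share 42.0% and 31.6% of their 50-base windows with pseudogenes and other genes, and exons of other genes cover 28.2% of the coding bases of Tmx2 and 19.8% of those of Ccnl1. The number called in these directions fell to 17 when a change of more than 2-fold was tested, without Rnf115, Tpt1, Zfp51, Elmo2 and Tmx2, to 18 when the mean TPM had to exceed 10 in both groups, and to 19 with library size alone. Elmo2 was not called with DESeq2, with RLE factors (-0.96 each), with upper-quartile factors (-0.87), under edgeR's filter on low counts (-1.00), without control replicate 2 (-1.00) or without infected replicate 1 (-0.99). The motifs in the promoters, and expression in MH-S cells, were not analysed here.

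**Figure D2:**
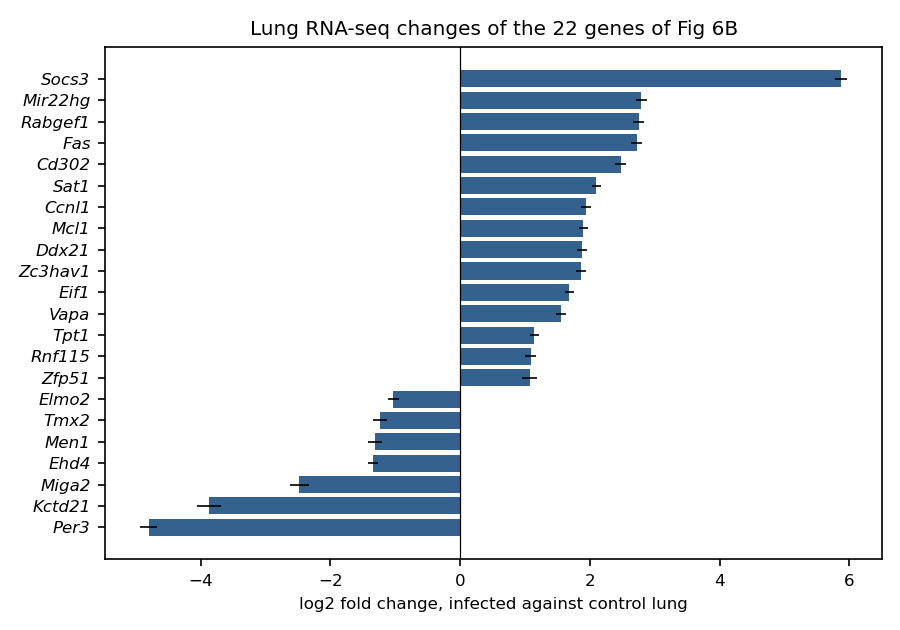
Log2 fold change in infected against control lung tissues for the 22 genes of Fig 6B. Bars are edgeR estimates over 3 replicates per group, and lines are their standard errors. Bars to the right are the 15 higher genes, led by Socs3 at 5.87, and bars to the left are the 7 lower genes, with Per3 at -4.80 the lowest.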

Meanwhile, it has been reported that interactions between Stat1 and Fas, Stat3 and Socs3 are associated with the inflammatory response of the host [62]. These results revealed that low expression of Stat1, high expression of Stat3, and high expression of Fas may together promote the host inflammatory response but this phenomenon was consistently demonstrated in mouse alveolar macrophages and lung tissues.

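Of these genes, Fas (ENSMUSG00000024778, chromosome 19, 34290659 to 34327770) had 50.2 ± 2.2 CPM in the control group and 331 ± 27.9 CPM in the infection group (SD, n = 3) in lung tissues, with log2 fold change 2.72, standard error 0.0800, adjusted p = 3.18e-76 from edgeR's quasi-likelihood test, and with any 1 replicate left out its log2 fold change stayed between 2.68 and 2.79. Stat3 stayed between 1.96 and 2.03 in the same way. The adjusted p of Fas from edgeR's quasi-likelihood test was far less stable. It was 2.11e-12 under edgeR's filter on low counts and 6.04e-09 without control replicate 3. Chosen by the paper among its DEGs, these genes are not independent evidence, and expression in alveolar macrophages was not analysed here.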

**Fig 6:**
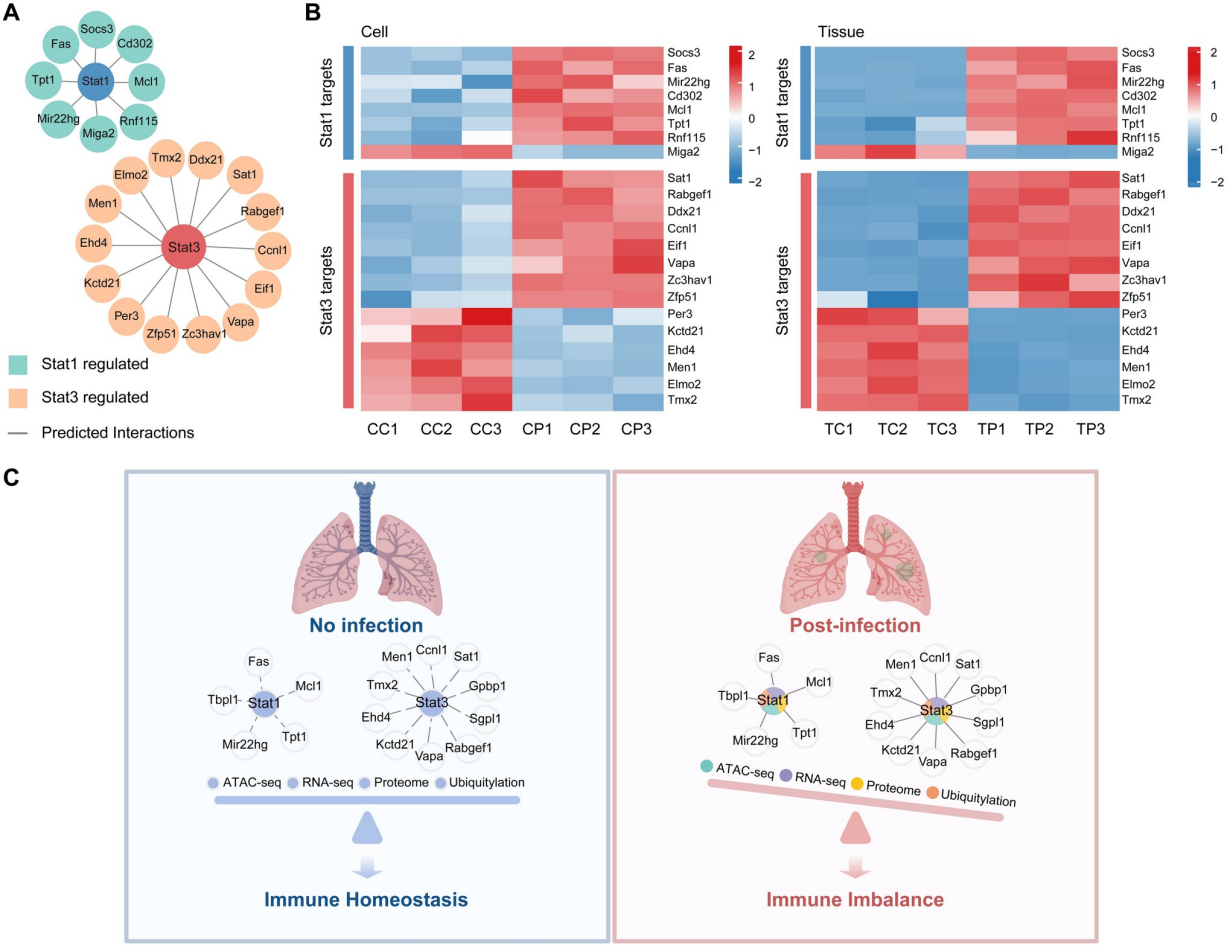
Altered downstream signaling molecules of Stat1 and Stat3 upon *P*. *aeruginosa* infection. (A) Network diagram showing the Stat1 and Stat3 target DEGs in the DARs predicted using Homer. (B) Heatmap showing the gene expression of Stat1 and Stat3 target genes found in mouse alveolar macrophages and lung tissue. (C) A schematic model of Stat1- and Stat3-mediated regulation during pulmonary infection with P. aeruginosa. Lung model created with BioRender.com.

In summary, a model revealed important roles for Stat1 and Stat3 in innate immune regulation and inflammatory responses (Fig 6C). Multi-omics alterations of Stat1 and Stat3 indicated their central role in the host immune response to *P*. *aeruginosa* infection, and their downstream molecules may be potential targets against bacterial infections and inflammatory diseases.

## Discussion

Although several molecular mechanisms involved in the process of *P*. *aeruginosa* infection have been reported [63,64], inflammation is almost inevitable in bacterial infections, which remains a major unresolved problem in patient management. A growing number of studies have shown that alterations in chromatin accessibility play a key role in disease treatment [32,65] and that chromatin accessibility is a marker for active enhancers, which are cis-regulatory elements of gene expression [66]. Chromatin accessibility and RNA abundance are often measured together to map the regulatory context of gene expression but do not include proteomic measurements [67]. Although RNA is used as an alternative marker for protein expression, additional layers of regulation occur at the chromatin level, as well as at the level of post-transcriptional and post-transcriptional control [68]. The extent to which these levels are generally regulated in health and disease remains to be fully explored. For example, whether open chromatin regions are associated with proteomics remains to be determined. Furthermore, most existing studies of *P*. *aeruginosa* infection support only one or two omics studies, and they still lack information on the molecular mechanisms underlying the multi-omics alterations in *P*. *aeruginosa* and even other bacterial infections. We still do not know which regulatory elements are involved or how chromatin status relates to other omics studies during *P*. *aeruginosa* infection. Here, we integrated epigenomic, transcriptomic, proteomic, and ubiquitin-proteomic data from mouse lung tissues and alveolar macrophages and used a systematic analytical approach to investigate the molecular mechanisms of host immunity associated with *P*. *aeruginosa* infection.

Based on the study of chromatin-accessible peak-associated DEGs in *P*. *aeruginosa*-infected lung tissues, we explored the relationship between the gene expression of key DEGs and DARs. Analysis of differential mRNA expression levels in *P*. *aeruginosa*-infected lung tissues led us to identify several genes that were significantly differentially associated with *P*. *aeruginosa* infection. In particular, including the upregulated macrophage inflammatory protein family (Cxcl3, Cxcl2, and Ccl3), changes in the expression of the macrophage inflammatory protein family may reveal an important involvement of macrophages. 

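Of this family, Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) had 1.28 ± 0.663 CPM in the control group and 829 ± 139 CPM in the infection group (SD, n = 3), with log2 fold change 9.34, standard error 0.128, adjusted p = 8.47e-128 from edgeR's quasi-likelihood test. Its log2 fold change was 9.06 to 9.82 with any 1 replicate left out and 8.80 with library size alone. The error that the paper's supplement gives for Ccl3 is 0.426, so the moderated standard error understates the spread between replicates of this gene.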

The overexpression of the inflammatory protein family was reported to confer an inflammatory response during infection [69]. In a genome-wide analysis of chromatin accessibility, ATAC-Seq signals showed significant enrichments in promoter-TSS and intragenic elements in *P*. *aeruginosa*-infected lung tissues. Combined with RNA-seq data, we found a positive correlation between DARs and DEGs (r = 0.41), whereby increased chromatin accessibility caused higher expression of key genes associated with *P*. *aeruginosa*-infected lung tissues (e.g., Cxcl3, Il1r2, and Acod1). Furthermore, we screened DEGs associated with changes in chromatin accessibility in *P*. *aeruginosa*-infected lung tissues for enrichment analysis and discovered that enrichment of pathways also showed inflammatory manifestations, such as NOD-like receptors and Toll-like receptors, and inflammatory pathways, such as the JAK/STAT signaling pathway. Overall, our RNA-seq results are broadly consistent with previous studies on DEGs identification and pathway enrichment analysis, and we further revealed the correlation between differential chromatin accessibility and differential genes to determine their genetic features associated with infection with *P*. *aeruginosa*. Notably, most of the identified DEGs were associated with functions revealing a phenotype of inflammation following *P*. *aeruginosa* infection of the host.

In light of the above findings and the important role of macrophages in first-line immunity, this study integrated ATAC-seq and RNA-seq data to explore the molecular changes in *P*. *aeruginosa*-infected alveolar macrophages. In particular, we found significant similarities in the molecular characteristics and functions of *P*. *aeruginosa*-infected lung tissues and mouse alveolar macrophages. To further investigate the molecular connections between tissues and cells, we specifically compared the genomic and transcriptomic molecular features of lung tissues and mouse alveolar macrophages. The results showed that ATAC-seq signals from both sources were significantly enriched in the ± 1 kb region around the TSS. Meanwhile, positive correlations in DEGs in lung tissues and alveolar macrophages were discovered, and epigenetic regulation-related alterations in ubiquitinated molecules and function were discovered utilizing DEGs gene set analysis. Subsequently, we identified multiple immune-related signaling pathways based on changes in the abundance of the proteomics and ubiquitin-proteomics of lung tissues infected with *P*. *aeruginosa*. Of these, the Positive regulation of the cytokine pathway was particularly prominent, with multi-omics changes in molecules in this pathway reflecting the inflammatory response of bacterial infection-induced host defenses. The results show that there are differences in the multi-omics expression of the 18 molecules of the Positive regulation of the cytokine pathway and that there is some consistency in the protein expression of these molecules in transcriptomics, proteomics, and ubiquitin-proteomics. Furthermore, multi-omics changes in the positive regulatory pathway of cytokines in Adam8, Anxa1, Heg1, Sptbn1, and Stat1 have been suggested to be highly correlated with inflammatory cell activation and cytokine production [47–51].

Transcription factors play an important role in the pathological progression of diseases [52]. By analyzing chromatin accessibility, we can not only identify regulatory regions but also infer TF motifs [32]. Therefore, we performed known motif analysis of DARs using HOMER to identify potential transcription factors and their target differentially expressed genes. We identified 20 DETFs whose expression changes had the same pattern in lung tissue and alveolar macrophages infected by *P*. *aeruginosa*. Using multi-omics dimensional analysis, we found that only Stat1 and Stat3 expression was remarkably altered in the four omics. Fas regulates the balance between Stat1 and Stat3 by binding and isolating Stat1 [62] and contributes to the inflammatory response by promoting T-cell differentiation through Stat3 [70]. Thus, this phenomenon may be related to the altered functional status of Fas, a downstream molecule that counter-regulates Stat1, thereby increasing the multi-omics activity of Stat3 and contributing to the development of inflammation. More importantly, this phenomenon was first identified in *P*. *aeruginosa*-infected macrophages, and the host developed an innate immune response and inflammatory response with the above molecular and functional alterations. Our results suggest that the altered multi-omics of Stat1 and Stat3 play an important role in host involvement in the immune regulation of *P*. *aeruginosa* infection and that their downstream molecules (e.g., Fas) may be involved together in the immunosuppressive and inflammatory promoting processes.

Multi-omics techniques are an emerging and effective tool for understanding and assessing the relationships between multiple molecular layers in the development of different diseases. A variety of causes and environmental changes can contribute to disease development, as well as potential molecular outcomes such as inflammatory responses and host defenses. In this study, we discovered the immunoregulatory mechanism of *P*. *aeruginosa* infection in which omics changes in central transcription factors interact with target genes to promote inflammation development at the multi-omics level. However, the present study still has some limitations. First, the relatively small sample size of some of the experiments in this study increased the experimental error to some extent. Second, our study may need deeper experimental validation to understand the underlying mechanisms of *P*. *aeruginosa* in clinical samples. Third, it is worth performing some of the key experimental validations that required the participation of male mice to exclude bias due to gender. In addition, Stat1 and Stat3 are hotspot transcription factors that act in a variety of physiological and pathological states. However, it is unclear whether their cooccurring ubiquitination modifications only affect functional alterations in *P*. *aeruginosa* infection models or also involve other pathogen infection models and even other inflammation-related diseases, and further studies are needed to clarify these unclear aspects in future studies.

In summary, by using integrated bioinformatics analysis, we provide unrecognized insights into the landscape of molecular features and functionally changed genes across multiple dimensions in *P*. *aeruginosa* infection. The important genes and regulators identified in this study provide an important resource for further uncovering the underlying mechanisms of host immune defense and are potential targets for immunodiagnosis and immunoregulatory therapy.

## Supporting information

S1 Fig Genome-wide view of chromatin accessibility in mouse lung tissue and macrophages. (A and B) Principal component analysis (PCA) and correlation analysis were performed based on the combined peak signals of all samples. (A) Principal component analysis (PCA) plot. (B) The correlation results are shown in a heatmap. (C) The distribution of ATAC-seq fragment sizes in each sample, with clear and visible signals for mono- and dinucleosomes. (D) Heatmaps indicate ATAC-seq signals across a genomic window –3 kb upstream to +3 kb downstream of the TSS.
(TIF) Click here for additional data file.

S2 Fig Characterization of DEGs associated with DARs in mouse lung tissue. (A and B) Identification of infection-associated differentially expressed genes in mouse lung tissue. (A) The bars show that a total of 4229 DEGs were identified, of which 2126 were upregulated and 2103 were downregulated. (B) Heatmap showing intergroup agreement between the infected and control groups. (C) Distribution of differentially accessible regions on chromosomes in the lung tissue of mice compared to controls. (D-G) Box plots of mRNA expression levels of DEGs relative to the control (left) and infected regions (right). The notches in the boxes indicate the median. (H) Correlation analysis of downregulated DEGs with DARs. (I) DARs-associated downregulated DEGs are mainly involved in the KEGG pathway. (J) Enrichment results for key DEGs associated with DARs in the Reactome database.
(TIF) Click here for additional data file.

S3 Fig Characterization of DEGs associated with DARs in mouse alveolar macrophages. (A and B) Identification of infection-associated differentially expressed genes in mouse alveolar macrophages. (A) Bar graph shows that a total of 3888 DEGs were identified, of which 2208 were upregulated and 1680 were downregulated. (B) Heatmap showing intergroup agreement between the infected and control groups. (C and D) Correlation analysis of DEGs and DARs in mouse alveolar macrophages. (C) Correlation analysis of DEGs upregulated by mouse alveolar macrophages with DARs. (D) Correlation analysis of DEGs downregulated by mouse alveolar macrophages with DARs. (E) Results of Reactome enrichment of DEGs associated with DARs in mouse alveolar macrophages. (F) Results of KEGG enrichment of DEGs associated with DARs in mouse alveolar macrophages.
(TIF) Click here for additional data file.

S4 Fig Alveolar macrophage and lung tissue omics correlation GO enrichment analysis. (A) TIMER2.0 predicts macrophage infiltration abundance. (B) Gene expression values of core molecules of the ubiquitin-proteasome system are described in alveolar macrophages and lung tissues. (C) Results of proteomic downregulation of GO enrichment in mouse lung tissues. Color represents significance, and position represents the number of enriched genes. (D) Results of ubiquitinated proteomic downregulation of GO enrichment in mouse lung tissues. Color represents significance, and position represents the number of enriched genes.
(TIF) Click here for additional data file.

S5 Fig The results of differential genes GO enrichment analysis in mouse alveolar macrophages and lung tissue. (A) Results of GO enrichment in mouse tissues; colors represent significance. (B) Heatmap showing inflammatory factor gene expression values in mouse tissues. (C) Results of GO enrichment in mouse alveolar macrophages; colors represent significance. (D) Heatmap showing inflammatory factor gene expression values in mouse alveolar macrophages.
(TIF) Click here for additional data file.

S1 Table Annotation of differentially accessible regions (DARs) in mouse lung tissues. (CSV) Click here for additional data file.

S2 Table Differentially expressed genes (DEGs) in mouse lung tissues. (CSV) Click here for additional data file.

S3 Table Annotation of DARs in mouse alveolar macrophages. (CSV) Click here for additional data file.

S4 Table DEGs in mouse alveolar macrophages. (CSV) Click here for additional data file.

S5 Table Normalized signal values and gene expression values of genes upregulated by differentially accessible regions within mouse alveolar macrophages. (CSV) Click here for additional data file.

S6 Table Normalized signal values for differentially accessible regions in mouse alveolar macrophages and tissues. (CSV) Click here for additional data file.

S7 Table Differentially expressed proteins (DEPs) in mouse alveolar macrophages. (CSV) Click here for additional data file.

S8 Table Differentially ubiquitinated proteins (DUPs) in mouse lung tissues. (CSV) Click here for additional data file.

S9 Table DARs are enriched with known TF binding motifs in mouse lung tissue. (CSV) Click here for additional data file.

S10 Table DARs are enriched with known TF binding motifs in mouse alveolar macrophages. (CSV) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

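RNA of lung tissues from mice infected with planktonic P. aeruginosa and from mice given PBS was sequenced, with 3 replicates per group and lung tissue of 3 mice in each replicate. The authors trimmed the paired-end reads, aligned them to mm10 and counted them per gene with featureCounts, and the counts are used as deposited, without normalization. The gene identifiers and exon positions of the count table were compared with GENCODE release M21 on GRCm38, which holds 54495 of its 54532 identifiers, 53548 of them at the same position. The summed exon lengths in the table equalled the union of the listed exons for every gene, and were used to compute TPM. Of the genes in the table, 101 symbols belong to more than 1 identifier, so genes were matched by identifier.

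The samples were grouped by their labels into control and infected lung tissues, and the only comparison was infected against control. The replicate numbers do not pair the samples, since the deviations of control and infected replicates of the same number correlated at -0.0703, -0.00383 and -0.0678 over 15153 genes. In every library, 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) had at most 8 counts and Xist had 12478 counts or more, as a check of the labels, which give female mice. Between 34417865 and 38334077 counts per library were assigned to genes, and protein-coding genes held 98.5 to 98.8% of them.

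Genes with 0 counts in all libraries were removed. Counts were normalized by TMM and tested by the quasi-likelihood test of edgeR (version 4.0.16) in R (version 4.3.3), with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.01, a fold change of at least 2 and a mean TPM above 10 in at least 1 group. Sets of genes were tested with camera and fry of limma (version 3.58.1) on log-CPM values with a prior count of 3, with a preset correlation of 0.01 between genes in camera, and a set was called at an adjusted p under 0.05. The 13 marker lists were adjusted together. Shares carry exact Clopper-Pearson intervals at 95%, which cover counting over genes or reads only. Since most read pairs gave 2 counts, a gene with no count in a group was given a floor of 3 read pairs, or 6 counts, over the group.

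The design, the lists of cell type markers, the list of 24 interferon-stimulated genes, the named genes and all alternatives but one were chosen before the data were examined, when the values of part of the paper's S2 Table had been seen. The genes given with values are those that the text of the paper names for the lung RNA-seq, the 5 largest and the 5 smallest fold changes among called DEGs without overlap between the groups, and members of a marker list that go against its median. One gene that the rule covers is not reported here. The genes labelled in Figs 1D, 4E and 5D are given as tallies, and with values where a call depends on a library or a setting. The alternatives were DESeq2 (version 1.42.0), RLE factors, upper-quartile factors, library size alone, edgeR's filterByExpr, a mean TPM above 10 in both groups or no TPM threshold, an unadjusted p under 0.01, an adjusted p under 0.05, a test of a change above 2-fold, each replicate left out in turn, the replicate number as a block, camera with an estimated correlation, fry, and aliases of motif names. One alternative, halved counts, was added after the low counts were seen to be mostly even.

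The overlap of exons was computed from the positions in the count table. The share of sequence that a gene has in common with others was computed from 50-base windows of its longest transcript in GENCODE release M21. These were matched to the annotated transcripts of other genes. The gene's other transcripts, the opposite strand and copies outside the annotation were not searched. A trend of log2 fold change over exonic length and GC content was fitted by splines to 14913 genes. The tests were tried on simulated counts of 3 against 3 libraries with 200 changed genes. With a dispersion drawn per gene, edgeR found all 200 and called 22 unchanged genes by adjusted p, 9.91% of its calls, of which 4 also passed the fold change, and DESeq2 found 199 and called 12. With the dispersion following the trend over abundance, edgeR found all 200 and called 1 unchanged gene. The simulated counts were not made in pairs.

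Chromatin accessibility, MH-S cells, proteomics, ubiquitination and the TIMER2.0 estimates were not analysed here from their data. Values of the paper's S2, S5, S7 and S9 Tables were used where the text says so, and of S2 Table only the first 1999 genes were held.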

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

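These results concern genes that the paper does not report on as groups and that were above their level in control lung tissues. The tests of scaling, of RNA from infiltrating cells and of entry of cells were chosen only after the results were seen. The tests of gene length and GC content were not.

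Markers of neutrophils, of neutrophil granule precursors and of monocytes were higher in infected lung tissues, with median log2 fold changes of 5.95, 2.95 and 3.69. All 8, 7 and 5 genes were higher, in each case with no overlap between the 3 control and the 3 infected replicates, where chance gives 10% of genes, and all passed edgeR's test over all genes and adjusted over the list alone. Control lung tissues expressed 7 of 8, 4 of 7 and 5 of 5 of them above 1 CPM, and no other list holds any of them. The text of the paper names 2 of them, S100a8 and Cxcr2, for their proteins, and none is labelled in Figs 1D, 4E and 5D. The granule precursor list had an adjusted p of 3.45e-04 by camera, and the range over the other settings with the preset correlation was 3.16e-05 to 0.00538. All 3 lists passed fry, and none passed with the estimated correlation (adjusted p = 0.256 each). Scaling of the libraries cannot account for this, since the lowest median of the 3 lists over 5 scalings was 2.41. With the trend over gene length and GC content removed, the lowest median was 2.53. The most abundant markers, S100a9 and S100a8, rose from 57.2 and 34.7 CPM to 7549 and 4951 CPM. These values are consistent with entry of such cells into the infected lung. In bulk tissue, entry cannot be told apart from a higher expression in cells already present, because no value of these libraries counts cells.

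Of 24 interferon-stimulated genes, 23 were higher in infected lung tissues, with a median of 3.30 (camera, p = 3.30e-13, and 4.26e-16 to 2.87e-09 over the other settings with the preset correlation). The list also passed fry (p = 3.12e-05) and did not pass camera with an estimated correlation (p = 0.119). The 23 genes passed edgeR's test over all genes and adjusted over the list alone, and their groups did not overlap. Bst2 was the exception at -0.11, and was above 0 with upper-quartile factors (0.05). All 24 genes were above 1 CPM in control lung tissues, and 2 of them, Isg15 and Oas3, are labelled in Fig 4E. Ifit3 and Oas1a share 51.2% and 57.6% of their 50-base windows with related genes. Scaling cannot account for the rise, since the lowest median of the list over 5 scalings was 2.76, and neither can gene length and GC content, since 94.0% of the median was left with their trend removed. RNA of infiltrating cells cannot be told apart from a change in resident cells, since bulk tissue does not separate them and the 23 higher genes may be raised in resident or in entering cells. Infection, the condition that the design varies, stays open as the biological explanation, and no route by which it acts was tested.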

How the results depend on the processing

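The alternative of halved counts was chosen after seeing the data. It gave 2273 higher and 2170 lower genes, shared 4424 of the 4443 DEGs, and changed the call of none of the 108 genes reported here that are named by the paper or among the largest and smallest changes. The scaling moved the median log2 fold change of genes with a mean TPM above 10 from 0.13 with TMM factors to 0.20 with DESeq2 and with RLE factors, 0.29 with upper-quartile factors and -0.41 with library size alone.

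The 50 genes given with values that the paper names or that are among the largest and smallest changes had 648 values under the alternatives that refit them. Of these, 647 kept the direction and the side of the adjusted p, and 1 did not, BC018473 without control replicate 3. Members of the marker and interferon lists were not counted here, and some of them changed direction with the scaling, among them Hopx, Lamp3, Cdh5, Cd79b and Bst2, as given with their lists. Calls, which also need the fold change and the TPM threshold, changed for 50 of the 108 genes when the mean TPM had to exceed 10 in both groups, for 11 with library size alone, for 9 when a change above 2-fold was tested, for 2 with upper-quartile factors, for 2 with DESeq2, for 2 with filterByExpr, for 1 with RLE factors, for 1 to 4 with 1 replicate left out, and for none with the replicate number as a block, without a TPM threshold, with an unadjusted p or with an adjusted p under 0.05. Over the replicates left out, the log2 fold change was 1.96 to 2.03 for Stat3 and 2.68 to 2.79 for Fas. Their adjusted p varied far more. For Fas it was 1.04e-254 with DESeq2 and 6.04e-09 with edgeR's quasi-likelihood test without control replicate 3. For Stat3 the same 2 settings gave 5.14e-205 and 5.10e-09. The size of such p values therefore depends on the fit. With DESeq2, 4253 of the 4443 DEGs were called again, with library size alone 3536, and with the replicate number as a block 4424, all in the same direction.

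With no TPM threshold there were 3883 higher and 4616 lower genes, which the wider set of genes explains by construction. With the mean TPM above 10 in both groups there were 1646 higher and 528 lower genes. With library size alone there were 1347 higher and 3762 lower genes, which follows from the factors left out, whose ratio of infected to control was 0.691. The other alternatives gave 1781 to 2699 higher and 1572 to 2243 lower genes, including those with a replicate left out.

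The share of lower genes on chromosomes 2, 5, 7 and 11 was 26.9% with the mean TPM above 10 in both groups, 55.6% with no TPM threshold, 45.9% with DESeq2, 45.8% with RLE factors, 41.4% with upper-quartile factors and 74.4% with library size alone. It was 49.7 to 51.0% with a replicate left out, 50.0% with the replicate number as a block and 49.5% with halved counts. The cause was not tested.

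Of the 13 marker lists, 7 were called by camera, 4 under filterByExpr, where the AT2, AT1 and endothelial lists were lost, and 0 with the estimated correlation (1 at an unadjusted p under 0.05), 10 by fry, 6 with upper-quartile factors, where the AT2 list was lost, and 8 with library size alone, where the B cell list was added. Without control replicate 3, 5 were called, and the AT2 and endothelial lists were lost. Over the alternatives with the preset correlation, the adjusted p was 0.00592 to 0.0934 for the AT2 list, 0.00592 to 0.0752 for AT1, 0.0151 to 0.0934 for endothelial and 0.0321 to 0.233 for B cell. With a replicate left out, 5 to 7 lists were called. The cause was not tested. The median of the pan macrophage list changed sign to 0.0257 with DESeq2, 0.0257 with RLE factors and 0.11 with upper-quartile factors, and that of the erythroid list, 0.42, to -0.11 with library size alone. The interferon-stimulated genes, with a median of 3.30, no longer passed camera with the estimated correlation (p = 0.119), and their median was 2.76 to 3.46 over the other alternatives.

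The number of called target genes was 17 to 22 and that of motif transcription factors 34 to 56. The median of the genes of S5 Table was 0.16 to 0.85, and the correlation of mRNA with protein changes 0.585 to 0.602. The lengths from the union of exons equalled the lengths in the table, so this alternative for TPM gave no other value. Depth limits the genes with no count in a group, for which no change of less than the floor of 3 read pairs over the group can be seen.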

Differences from the paper's values

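No value that the paper states for the lung RNA-seq differed from the value found here by more than a factor of 1.5. The paper's 4229 DEGs (2126 upregulated and 2103 downregulated) stand against 4443 (2254 and 2189), and the paper's 45 DETFs against 45. For 31 genes named in the text and held in S2 Table, the log2 fold changes differed from the paper's by 0.01 at most and by 0.07 at most with DESeq2. Of these 31 genes, 24 differed by more than the error with upper-quartile factors, all 31 with library size alone, 5 without control replicate 3, and 1 each without control replicate 2 and without infected replicate 2. The number of DEGs was more than 1.5 times away from the paper's with the mean TPM above 10 in both groups (2174) and with no TPM threshold (8499).

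The paper states that most DEGs in open regions of chromosomes 2, 5, 7 and 11 were downregulated. Over all DEGs on these chromosomes, a wider group than that of the paper, 664 of 1330 (49.9%) were lower. Chromosomes 7 and 11 were above 50%, at 52.4% and 51.4%, with intervals that include 50%, and chromosomes 2 and 5 were below it. Of the alternatives set before the data were examined, no TPM threshold (55.6%) and library size alone (74.4%) gave a majority, and 5 of the 6 fits with a replicate left out gave 50.2 to 51.0%.

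The paper states that macrophages increased in infected lung tissues, from estimates that were not repeated here. Of the 8 general macrophage markers, 4 were higher and 4 were lower, with a median log2 fold change of -0.05, and 7 of 9 alveolar macrophage markers were lower. The median of the general markers was above 0 with DESeq2, with RLE factors (0.03 each) and with upper-quartile factors, where 6 of the 8 were higher (0.11). Fry called the list higher with upper-quartile factors (adjusted p = 0.0293) and with the replicate number as a block (0.00859), and lower with library size alone (1.24e-04, median -0.58), and over all alternatives its adjusted p was 1.24e-04 to 0.878. The inflammatory genes that the paper names as associated with macrophages, and all 5 monocyte markers, were higher.

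The paper counts Heg1 among the genes with changes in several omics. Its mRNA had a log2 fold change of -0.96, past the adjusted p and short of a 2-fold change, and it was called as lower with library size alone (-1.49), without control replicate 1 and without infected replicate 3 (-1.02 each). Adam8, Anxa1 and Sptbn1 of that list were called.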

Other observations

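Of the tests in this part, those of the other splits for DEGs, of a mislabelled sample, of the scaling of marker lists, of the scaling of MH-S genes, of a lower share of alveolar macrophages, of dilution of resident cells and of the share of lowered proteins were chosen only after the result was seen. The others were written down before.

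Of the 10 ways to split the 6 libraries into 3 and 3, 1 of 10 gave as many DEGs as the split by infection, which is that split itself, and 1 of 10 as many called lists among the 13 marker lists and the interferon list. The 9 other splits gave 0 DEGs each, against 4443, and 1 to 4 called lists, against 8. Each of them mixes infected and control libraries in both groups, which widens the spread within a group. With 10 splits the share is never under 1 of 10, whatever the data, so this count could not exclude chance for either result. No library lay nearer to the other group, since the lowest correlation within a group exceeded the highest between groups by 0.0475, which argues against a mislabelled sample. The ratio of infected to control TMM factors was 0.691, and 0.722 without the 100 genes of the highest counts, so a few genes that take most of the counts do not account for it. The genes called higher held 13.8 ± 0.148% of the counts in control and 45.2 ± 1.28% in infected lung tissues (SD, n = 3), and those called lower 18.0 ± 0.387% and 4.09 ± 0.271%.

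The remaining marker lists had these medians of the log2 fold change. The T cell list was at -0.50 (camera, adjusted p = 0.275) with 1 of 7 higher, Cd3d, and the B cell list at -0.47 (adjusted p = 0.109, and 0.00575 by fry) with 1 of 6 higher, Cd79b, which was lower with library size alone (-0.40). The AT2 list was at -0.67 (adjusted p = 0.0246) with 1 of 7 higher, the AT1 list at -0.96 (adjusted p = 0.0207) with 1 of 6 higher, and the endothelial list at -2.20 (adjusted p = 0.0246) with 2 of 8 higher. The fibroblast list was at -1.20 (adjusted p = 0.212, and 0.00449 by fry) with 1 of 5 higher, the ciliated list at -1.30 (adjusted p = 0.00918) with all 5 lower, and the erythroid list at 0.42 (adjusted p = 0.212) with all 5 higher, of which 4 were lower with library size alone and 1 without infected replicate 1. The direction of members near 0 depends on the setting, and with upper-quartile factors, among others, Pax5, Sftpa1 and Pdgfra were above 0 (0.06, 0.14 and 0.15). Without control replicate 3, the AT2 and endothelial lists did not pass (adjusted p = 0.0528 and 0.0517, in ranges over the alternatives of 0.00592 to 0.0934 and 0.0151 to 0.0934). Control lung tissues expressed every gene of these 8 lists above 1 CPM, and 1 gene each of the AT2, AT1 and endothelial lists is labelled in Fig 1D. By edgeR's test, 3, 4, 5, 6, 8, 4, 5 and 5 genes of these lists passed over all genes, and the same numbers adjusted over the list alone.

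Neutrophil markers were higher and alveolar macrophage markers lower. Over 5 scalings, the highest median of the alveolar macrophage list was -1.39 and the lowest of the neutrophil list 5.41, and with the trend over gene length and GC content removed the lists were 7.49 apart, against 7.50 before, so neither accounts for the pattern. If no other lung cells expressed them, a lower share of alveolar macrophages would lower their markers alike. The highest and the lowest of the 9, Plet1 and Krt79, were 4.86 apart (27.4 standard errors). Among the 7 lower markers, Pparg and Krt79 were 2.14 apart (10.4 standard errors). A change of expression within alveolar macrophages may add to a change in their share, as a hypothesis from the same data. Expression of these markers by other cells was not tested, so the gaps do not exclude a lower share alone.

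Markers of 1 resident cell type moved apart. In 4 of 5 lists the highest and the lowest member were more than 5 standard errors apart, at 40.8 in the AT1 list (Hopx and Rtkn2), 33.8 in the AT2 list (Lamp3 and Etv5), 37.9 in the endothelial list (Cldn5 and Calcrl) and 23.0 in the fibroblast list (Dcn and Col1a1), and 4.99 in the ciliated list. Dilution of resident cells by cells that do not express the markers would lower the members of a list alike. It therefore cannot be the whole cause in these 4 lists. The count was also 4 with the trend over gene length and GC content removed, and 4 without members whose exons overlap another gene, which argues against both as the whole cause. Other genes cover 27.2% of the exonic bases of Hopx and 3.89% of those of Rtkn2, and without such members the AT1 gap fell from 4.81 to 1.25 (12.1 standard errors), so the size of that gap is uncertain. The sizes of the gaps do not depend on the scaling, but the direction of the higher members does, since Hopx, Lamp3 and Cdh5 were below 0 with library size alone (-0.30, -0.38 and -0.12). RNA of entering cells that express a marker, such as Cldn5 or Dcn, was not tested.

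The genes that the paper's S5 Table gives as raised in infected MH-S cells near DARs were compared with lung tissues. Of 508 such genes with counts, 385 (75.8%) were higher in infected lung tissues, with a median log2 fold change of 0.69, and 199 were called higher and 30 lower. Random lists of the same abundance had a median of 59.3% higher and at most 66.5%, so 0 of 10000 were as high. With library size alone the share was 56.5%, against a median of 40.9% and at most 47.8% for the random lists under the same scaling. Over 5 scalings the share exceeded the highest random list by at least 8.07 percentage points, so scaling does not account for the excess over random lists. Across genes, which are not independent replicates, the log2 fold changes correlated with those of the TPM values of the paper's table (Pearson r = 0.533, Spearman rho = 0.375, permutation p = 0.0001, the smallest that 10000 permutations can give). These values are consistent with a partly shared response, and the change in MH-S cells itself was not analysed here.

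The lung mRNA changes were compared with the protein changes of the paper's S7 Table, whose legend names alveolar macrophages where the text describes lung tissues, so the tissue is a limit. The table holds 1290 proteins with an unadjusted p under 0.05, and their adjusted p values in the table reach 0.219. Over 1165 matched genes, the Pearson correlation was 0.596 and Spearman's rho 0.401 across genes (permutation p = 0.0001, the smallest that 10000 permutations can give), and 66.4% had the same direction, or 80.2% of the 481 that were DEGs. Of 323 raised proteins, 253 (78.3%) had a higher mRNA, and of 842 lowered proteins, 520 (61.8%) had a lower mRNA. The scaling may account for this difference, which turned around with library size alone, where 79.3% of the lowered proteins had a lower mRNA (exact 95% interval 76.4 to 82.0%) and 67.8% of the raised proteins a higher one, and these values do not settle it. The paper's protein changes of Elane and Mpo were 2.44 and 2.83, while their mRNAs reached 2.17 and 2.85 CPM in infected lung tissues, at log2 fold changes of 1.51 and 1.30.

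Among genes called higher, 4 of 7 interferon-stimulated genes in S7 Table had a lower protein (57.1%), Ifit1, Ifit2, Ifit3 and Isg15, and Cxcl10, Oas3 and Rsad2 a higher one. The paper's log2 fold changes of these proteins were -0.67, -0.51, -0.56 and -0.37, and 1.75, 1.05 and 0.78. The adjusted p values of the paper's limma test were 0.107 to 0.176 for the 4 lower proteins. They were 0.0933, 0.0348 and 0.180 for Cxcl10, Oas3 and Rsad2. The lower direction of the 4 proteins is therefore uncertain. For the other genes called higher, 78 of 229 proteins were lower (34.1%). The shares did not differ (Fisher's exact test, two-sided, p = 0.240), and with 7 proteins a share of lower proteins that is general among raised mRNAs cannot be told apart from one of these genes.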
